# The epitranscriptomic m6A RNA modification modulates the synapse in ageing and in a mouse model of synucleinopathy

**DOI:** 10.1038/s41531-026-01362-3

**Published:** 2026-05-06

**Authors:** Avika Chopra, Mary Xylaki, Fanzheng Yin, Ricardo Castro-Hernández, Madiha Merghani, Valentina Grande, Brit Mollenhauer, André Fischer, Tiago F. Outeiro

**Keywords:** Molecular biology, Neuroscience

## Abstract

N^6^-methyladenosine (m6A) is the most abundant transcriptional modification in eukaryotic RNA, regulating RNA fate. While the functions of m6A in the development of the mammalian brain have been extensively studied, its role in synaptic plasticity, and brain function remain underexplored. The involvement of this modification in Parkinson’s disease and other synucleinopathies has only recently been studied, and needs further investigation. Here, we investigated the m6A epitranscriptome using MeRIP-seq in A30P-aSyn transgenic mice (aSyn Tg). We observed hypermethylation of synaptic genes in young aSyn Tg mice compared to age-matched control mice. The methylation was reduced during ageing. Using immunofluorescence imaging and biochemical analysis, we further investigated the levels and distribution of m6A regulatory enzymes—writer, METTL3, reader, YTHDF1, and eraser, FTO, in the cortex, striatum, hippocampus, and cerebellum of aSyn Tg and control mice, and in primary cortical neuronal cultures. While the levels of these proteins were similar, METTL3 was found in the nucleus and in the post-synaptic compartment in neurons, suggesting it may play a role in methylation at the post-synapse. Our findings suggest that alterations in the regulation of m6A RNA methylation may be associated with neurodegeneration and ageing and it may play a significant role at the synapse.

## Introduction

Epigenetics is a process that acts as a bridge between genotype and phenotype, changing the outcome of a gene without modifying the DNA sequence. It encompasses various types of alterations such as DNA methylation, histone modifications, and chromatin remodelling^1,2^. The field that studies posttranscriptional changes of RNA bases is known as epitranscriptomics and it aims to identify modifications in the transcriptome and unravel their regulatory roles^3^. N^6^-methyladenine (m6A) modification is the most prevalent mRNA modification in eukaryotes, occurring at a frequency of 0.15–0.6% of all adenosines^4–6^ and is found in different types of RNAs including protein coding, messenger RNA (mRNA)^7,8^. This modification is being extensively studied due to its prevalence and importance in the regulation of various cellular functions including mRNA stability, splicing, export, decay, and translation^8–13^. These methylation marks are mostly added co-transcriptionally to specific consensus motif sequences and are mostly found close to the 3’ un-translated region (3’-UTR) of the mRNA, at the stop codon^4,14^.

The m6A modification machinery consists of three groups of enzymes, namely methyltransferases - writers, demethylases – erasers, and detectors of this modification - readers. The modification can be added onto the RNA by methyltransferases including methyltransferase-like 3 (METTL3), methyltransferase-like 14 (METTL14), and adaptor protein Wilms tumour 1-associated protein (WTAP)^5,15–20^. METTL3 was the first methyltransferase identified, and was described as a key component in the methylation of transcripts involved in physiological processes such as embryonic and brain development^21–24^. The catalytically active part of METTL3 forms a heterodimer with METTL14, which provides the structure to install the m6A modification onto RNA^5,25–28^. Apart from these, the m6A methyltransferase complex comprises other proteins, including RNA binding proteins (RBP) like RBP15, which recruit this machinery to the target mRNA to facilitate methylation^16,29^. Demethylases, for instance, fat mass and obesity-associated protein (FTO) and alkB homologue 5 (ALKBH5) remove the m6A modification marks, making methylation a reversible and dynamic process^30,31^. FTO was the first eraser protein identified^30,32^ and it carries out oxidative demethylation, where m6A is converted in several steps to N^6^-hydroxymethyl adenosine (hm6A), then to N^6^-formyladenosine (f6A) and lastly to adenine^32^. Additionally, reader proteins like the YT521-B homology (YTH) domain family of proteins including YTHDF1, YTHDF2/3, insulin-like growth factor 2 mRNA-binding proteins (IGF2BP1), heterogeneous nuclear ribonucleoprotein (HNRNPA2B1) recognise the modification and modulate alternative splicing and processing of target transcripts^8,13^. YTHDF1, YTHDF2, and YTHDF3 are located in the cytoplasm. The main function of these proteins is unclear; however, previous studies have reported different roles of these enzymes in a cell. While YTHDF1 promotes the translation of mRNA, thereby promoting its protein expression, YTHDF2 promotes the degradation of mRNA, and YTHDF3 promotes both translation and degradation of mRNA^33,34^.

While m6A methylation is involved in important cellular functions, such as regulating cell growth, development, and differentiation, it has been associated with neurodegeneration and ageing. During ageing, a significant increase in the levels of m6A have been reported when 2-weeks old mice were compared with mice older than 6-weeks^35^. In a study conducted in humans, it was observed that the levels of m6A methylation were elevated in patients with intervertebral disc degeneration, which is only observed in ageing^36^. Another recent study highlighted the relationship between elevated m6A levels and brain ageing in both mice and humans^35^, although a significant downregulation of m6A methylation has also been reported in ageing mice and in postmortem brain tissue from Alzheimer’s disease patients^37^. Importantly, ageing is considered a major risk factor for PD as it affects multiple homoeostatic pathways including mitochondrial function and protein degradation pathways, ultimately leading to cell death in the substantia nigra^38–40^.

Neurodegenerative disorders such as PD and related synucleinopathies, are associated with the accumulation of aggregated alpha-synuclein (aSyn) in the brain, ultimately associating with neuronal stress and cell death. Despite the growing interest in the role of m6A methylation in ageing, its role in PD is still unclear and remains controversial. While a recent study indicated that the expression levels of m6A are significantly reduced in cellular models of PD and the striatum of a rodent model of PD^41^, a different study showed that the m6A methyl transferases were significantly decreased and demethylases were increased in the substantia nigra and the striatum of mouse models of PD^42^. METTL3 knock-out mice show reduced m6A levels and shortened lifespan, alongside degenerative alterations in bone, suggesting that m6A methylation is crucial for a healthy ageing^43^. An in-vitro model of PD, where neurons were treated with 1-methyl-4-phenylpyridinium (MPP + ), revealed a reduction in the levels of METTL14, in turn triggering neuroinflammation and pyroptosis^44^.

Here, we investigated the m6A RNA modification profile in the context of ageing and neurodegeneration in a mouse model of synucleinopathy, using the A30P aSyn transgenic (aSyn Tg) mouse model. A30P aSyn Tg mice develop motor symptoms and the accumulation of aSyn in the spinal cord after 12 months of age^45^. We performed methylated RNA immunoprecipitation sequencing (MeRIP-seq) to obtain the m6A epitranscriptome of the midbrain of C57BL6 (Wt) control and aSyn Tg mice at 3 months (3 mo) and 15 months (15 mo) of age. We observed an increase in the m6A methylation in the genes involved in the molecular and biological processes at the synapse. Several genes involved in synaptic processes were hypermethylated in 3 mo aSyn Tg vs. Wt mice, while the methylation marks were reduced in 15 mo aSyn Tg vs. age-matched Wt mice. Using immunofluorescence imaging of primary cortical neurons, we assessed the presence and levels of proteins METTL3, YTHDF1, and FTO which have been studied in the context of PD and in other neurodegenerative disorders^46–48^. We observed that the localisation of the writer enzyme, METTL3 is not only limited to the nucleus, but is also present at the post-synapse. Our findings suggest that m6A RNA methylation may play a role in the development or progression of neurodegeneration and ageing, and may be involved in regulating synaptic function.

## Results

### m6A alterations during ageing in Wt mice and in a transgenic model of synucleinopathy

Firstly, we began by examining the distribution of differentially expressed transcripts and transcripts with m6A methylation in the healthy ageing brain of Wt mice. We further extended the analysis to aSyn Tg mice, to compare the effects of ageing on m6A modification and assess this change in the context of synucleinopathy (Fig. 1A). 

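The RNA measured here comes from the midbrain of male mice homozygous for an [A30P] aSyn transgene under the Thy-1 promoter (aSyn Tg) and of wild-type (Wt) C57BL/6J littermates, at 3 mo and 15 mo. Gene expression was read from the input libraries, the part of the rRNA-depleted, fragmented RNA kept aside before the m6A immunoprecipitation. The sample labels list 5 input libraries for each of the 4 groups, and the authors' count tables hold 19 of them, 4 for Wt at 3 mo and 5 for each other group. The aSyn Tg columns carry numbers that are not all those of the labels, so a library is named here by its group and the number in the table.

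The authors aligned the reads to mm10 with STAR and counted them per gene with featureCounts, while the processing notes of the labels name mm9. Their tables hold counts divided by a size factor for each library. Dividing the values by their smallest step returned whole reads for 100% of 1067700 values in the 53 library columns used (tolerance 0.01). In 4 further columns the size factor lies so close to 1 that whole reads cannot be told from rounding, and the reads of those libraries were taken from another table. The totals were 3626502 to 9195756 reads in Wt at 3 mo (median 4849039), 3916174 to 5411221 in Wt at 15 mo (4197714), 5047836 to 6630726 in aSyn Tg at 3 mo (5888331) and 2163856 to 4925564 in aSyn Tg at 15 mo (4662112). The lowest total belongs to aSyn Tg 15 mo library 5, in which the 10 most abundant genes take 10% of the reads, against 5.44% to 7.88% in every other library.

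Each comparison used its 2 groups alone, with TMM scaling and the quasi-likelihood test of edgeR on genes with a mean normalized count of at least 50. A gene counts as changed at an adjusted p of at most 0.05 and a fold change of at least 1.2, the limits the paper gives. Expression per group is given as CPM, counts scaled to a common library total, over the 19 libraries. The 41 gene lists for cell types and pathways were fixed before the data were examined, some of them share genes, and the shift of a whole list was tested with camera at a preset correlation between genes of 0.01 and again with the correlation estimated. Reads simulated on these libraries set the reach of the test. In a single simulated draw, a 1.5-fold change was found in 80.6% of changed genes in each age comparison, 86.6% in the 3 mo genotype comparison and 77.6% in the 15 mo genotype comparison, with 3 false calls in aSyn Tg with age, 16 in Wt with age, 11 at 3 mo and 16 at 15 mo.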

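The m6A maps come from methylated RNA immunoprecipitation sequencing, in which RNA fragments bound by an antibody against N6-methyladenosine are sequenced beside the input of the same sample. Peaks were found on 7357 genes in Wt mice at 3 mo, 7376 in Wt at 15 mo, 7013 in aSyn Tg at 3 mo and 7115 in aSyn Tg at 15 mo. Of 10907 genes with a mean input count of at least 50, 6492 (59.5%) carried a peak in at least 1 group. Fto, the m6A demethylase, had 1 peak in its coding sequence in every group, while Mettl3 and Mettl14, the catalytic pair that writes the mark, had none.

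The sample labels list 5 immunoprecipitated libraries per group. The authors called peaks with MeTPeak and compared groups with exomePeak, keeping consistently significant differential peaks, and the deposited files hold 1 list of consensus peaks per group and 1 list of differential peaks per comparison. The fold enrichment, log2 fold change and FDR of a peak are therefore the authors' values for a whole group, with no SD or n, and the reads of the immunoprecipitated libraries were not used here. The consensus lists hold 13860 peaks in Wt at 3 mo, 14123 in Wt at 15 mo, 13327 in aSyn Tg at 3 mo and 13027 in aSyn Tg at 15 mo. Their median fold enrichment over input was 4.7, 4.94, 4.74 and 5.22, their median width 269, 251, 241 and 241 nt, and 12.5%, 13.2%, 12.5% and 11.5% of them spanned more than 1 exon block. Coordinates are those of mm10, the build the paper names, and 54096 of 54213 peaks that could be placed lay inside the gene they are listed for in GENCODE M21.

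A peak counts as gained or lost at an FDR of at most 0.05 and a fold change of at least 1.2. A transcript is hypermethylated when all its differential peaks are gained, hypomethylated when all are lost and mixed when it has both. Overlaps of genes were tested with Fisher's exact test and correlations with permutation tests, since no values per library enter the lists.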

We extracted and dissected the midbrains from five 3 mo and five 15 mo Wt and an equal number of aSyn Tg mice, as this brain region is particularly relevant in the context of PD and related synucleinopathies. 

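Across transcripts with a differential m6A peak, the change in methylation was at most weakly related to the change in mRNA. In aSyn Tg mice between 3 mo and 15 mo, transcripts that lost m6A tended slightly to have higher mRNA (328 genes, Pearson's r = -0.145, adjusted permutation p = 0.0173, Spearman's rho = -0.124, adjusted p = 0.0488). In Wt mice over the same ages no relation was found (299 genes, r = -0.00679, adjusted permutation p = 0.9, rho = 0.019, adjusted p = 0.744). Between genotypes at 3 mo the coefficient was positive over 250 genes (r = 0.326, adjusted permutation p = 0.00732) and lower by rank (rho = 0.124, adjusted p = 0.0654). Thy1, whose promoter drives the transgene, is among the genes with the largest values on both axes there. Between genotypes at 15 mo the rank coefficient was negative over 288 genes (rho = -0.238, adjusted permutation p = 0.0002), while r was 0.0597 (adjusted p = 0.418).

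Each coefficient pairs the authors' log2 fold change of a transcript's m6A with the log2 fold change of its input reads from edgeR. The p-values come from 100000 permutations of the genes, adjusted over the 4 comparisons. The squares of these coefficients leave most of the spread in methylation unexplained by expression. Only genes with a differential peak enter, and their m6A values carry no error. The m6A values are ratios to input, and expression was read from input libraries. Noise in the input can therefore give a negative coefficient by itself, which permuting the genes does not remove.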

There was no correlation identified between m6A methylation marks and differential expression of transcripts (Supplementary Fig. S4). 

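The transcripts that carry m6A in all groups are abundant and strongly enriched. The set common to young and old Wt and aSyn Tg midbrain holds 6135 genes, with a median input count of 219. In aSyn Tg mice at 15 mo, the median of each gene's highest fold enrichment was 6.96. A mean input count of at least 50 was reached by 83.9% of the set, and 49.1% had a single peak in aSyn Tg mice at 15 mo. Alkbh5, an m6A demethylase, belongs to the weakly enriched end, with 1 peak of fold enrichment 1.78 and 2.02 in Wt mice at 3 mo and 15 mo and 3.29 and 3.52 in aSyn Tg mice at those ages. The reader Ythdf1 had its highest peak at 5.37, 7.01, 5.92 and 5.46 in the same order. No consensus peak lay on Igf2bp2, Igf2bp3 or Fmr1 in any group.

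A gene counts as methylated in a group when at least 1 consensus peak is listed for it. Over the 4 groups together, 8361 genes had a peak.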

We found a total of 6135 methylated transcripts in common between all groups (Fig. 1B). 

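Transcripts methylated in Wt mice of a single age were expressed at low levels and nearly always had 1 peak. In the 266 genes with a peak only in Wt mice at 3 mo the median input count was 69.0 and the median of the highest fold enrichment 4.66. In the 255 genes found only in Wt mice at 15 mo these were 80.8 and 4.24. A single peak was present on 96.6% of the first set and 95.7% of the second. Among those with a mean count of at least 50, the strongest peaks at 3 mo lay on Cdh23, a cadherin (42.6-fold over input), and Nckap5 (13.4-fold), and at 15 mo on Adamts6, a secreted protease (37.8-fold), and Zmat3, a p53 target (29.7-fold). These genes were chosen after their values were seen.

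With only genes of a mean input count of at least 50, both sets hold 152 genes. For the remaining genes a missing peak cannot be told from too few reads.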

The 3 mo Wt mice displayed 266 unique methylated transcripts and 255 were identified in the 15 mo Wt mice. These numbers were lower for the aSyn Tg group, where the 3 mo mice showed 165 unique methylated transcripts and the 15 mo mice showed 189. 

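The transcripts methylated only in aSyn Tg mice of a single age were also of low abundance. The 165 genes found only at 3 mo had a median input count of 76.7 and a median highest fold enrichment of 3.6. The 189 genes found only at 15 mo had a median input count of 39.8 and a median highest fold enrichment of 4.7. Strong peaks at 3 mo lay on Set, a histone chaperone (28.5-fold), and Inpp5d, a phosphatase of microglia (10.6-fold). At 15 mo they lay on Cep44 (26.8-fold), the muscarinic receptor gene Chrm1 (13.2-fold) and Sirt5, a mitochondrial deacylase (10.4-fold). These genes were chosen for their fold enrichment after the values were seen.

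Of the genes found only in aSyn Tg at 15 mo, 45.0% reached a mean input count of 50, against 59.4% at 3 mo, which leaves 85 and 98 genes. A set defined by the absence of peaks in 3 other groups depends on the depth of each group.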

At 15 months, both genotypes showed 124 commonly methylated transcripts, suggesting the occurrence of conserved processes in normal ageing and synucleinopathies. 

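The transcripts methylated in both genotypes at 15 mo and in neither at 3 mo, 124 genes, were of low abundance, with a median input count of 74.7. In aSyn Tg mice at 15 mo their median highest fold enrichment was 4.18, and 90.3% had 1 peak. Among those with a mean input count of at least 50, Steap2, a metalloreductase gene, had the strongest peak in Wt mice at 15 mo (26.3-fold). The centrosome gene Cep85 followed (18.2-fold), and both were chosen after the values were seen. From this overlap the paper proposes that some processes are shared by normal ageing and synucleinopathy.

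With genes of a mean input count of at least 50 alone, 72 remain. The set was not compared with the number that 2 groups would share by chance.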

The aSyn Tg mice displayed 53 methylated transcripts correlated with aSyn expression and conserved with ageing.

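Transcripts with m6A in aSyn Tg mice at both ages and in Wt mice at neither were few, 53 genes, and weakly enriched. Their median highest fold enrichment was 3.38, the lowest of the sets compared here, with a median input count of 134. The next values are those of aSyn Tg mice at 3 mo. Among genes with a mean input count of at least 50, the strongest peaks lay on Zfp174 (10.1-fold) and the syntaxin gene Stx2 (6.4-fold). Rnf40, a ubiquitin ligase (4.43-fold), and Tmem175, a lysosomal channel gene at a Parkinson's disease risk locus (4.36-fold), followed. These genes were picked after their values were seen.

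Of this set 71.7% reached a mean input count of 50 and 98.1% had a single peak.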

**Fig. 1:**
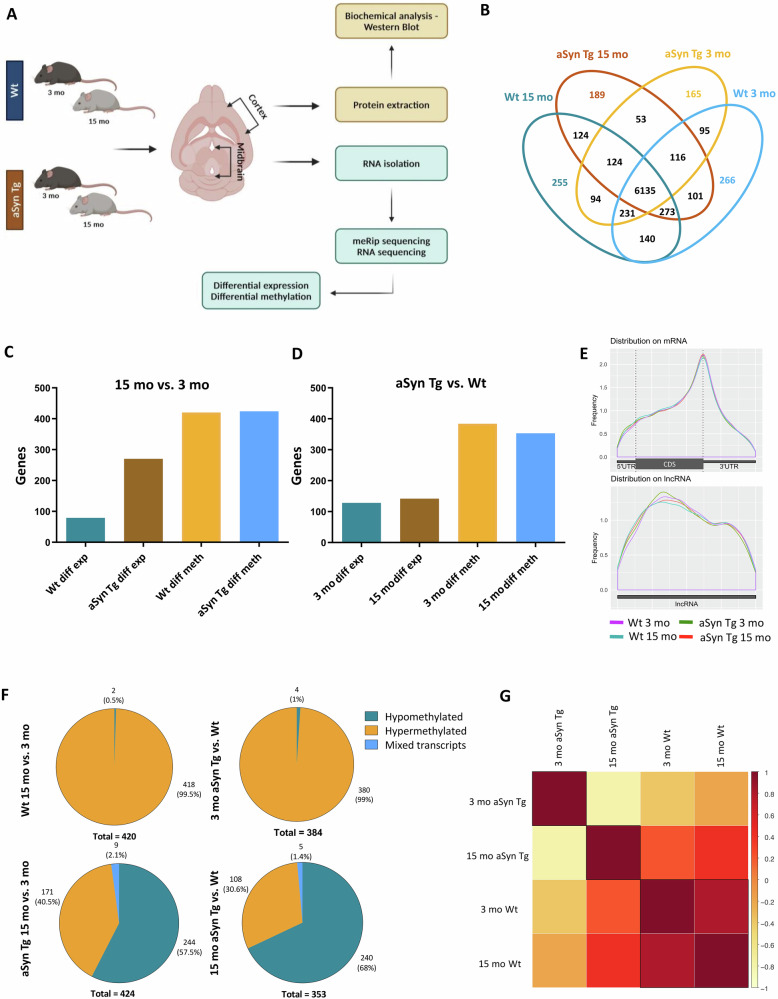
m6A modification landscape in ageing and aSyn Tg mice. **A** Overview of protocols utilised in this project. Five mice of each Wt and aSyn Tg were used for RNA sequencing analysis. **B** Venn diagram representing the number of differentially methylated genes involved in young and old Wt and aSyn Tg mice. It also provides a summary of the overlapping genes across different genotypes. **C** Bar plots representing the variations in the differentially expressed genes and differentially methylated genes in the midbrain from aSyn Tg mice than Wt mice when 3 mo mice are compared with 15 mo applying equal cutoffs for FC and adjusted p-value (FC > 1.2 and p-adj ≤ 0.05). Left: with age, right: with aSyn (**D**) Bar plots representing the effects of aSyn pathology on differential expression and differential methylation in 3 mo and 15 mo Wt vs. aSyn Tg mice. **E** Guitar plots representing the distribution of m6A methylation on mRNA and lncRNA. CDS stands for coding sequence, and UTR stands for untranslated region. **F** Pie charts representing the overview of the distribution of hypomethylated, hypermethylated and mixed transcripts as an effect of aSyn pathology and ageing. **G** Heatmap displaying the Spearman correlation between differentially methylated transcripts in 3 mo and 15 mo Wt and aSyn Tg mice.

Next, we compared the differential expression of genes due to ageing in 15 mo vs 3 mo mice in both Wt and aSyn Tg animals. 

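In the Wt midbrain, single markers of serotonergic and cholinergic neurons and of oligodendrocyte precursors fell between 3 mo and 15 mo, and other genes rose. Slc6a4, the serotonin transporter, lay at 48.4 to 59.1 CPM in the 4 young mice and at 1.54 to 17.8 CPM in the 5 old ones (log2 fold change -2.59, SE 0.29, edgeR adjusted p = 0.00758). Tph2, which makes serotonin in neurons, fell by 2.32 (SE 0.33, adjusted p = 0.0194), and Slc5a7, the choline transporter, fell by 1.26 (SE 0.19, adjusted p = 0.0284). Gpr17 and Cspg4, markers of oligodendrocyte precursors, fell by 0.81 (SE 0.11, adjusted p = 0.0141) and 0.44 (SE 0.07, adjusted p = 0.0307). Complement component C4b rose by 1.25 (SE 0.22, adjusted p = 0.0346) and the microglial protease Ctss by 0.55 (SE 0.10, adjusted p = 0.0346), as did the clock gene Dbp (0.66, SE 0.11, adjusted p = 0.0307), Pcdhb9 (0.86, SE 0.14), the astrocyte glutamate transporter Slc1a3 (0.37, SE 0.07, adjusted p = 0.0454), and Ide and Btaf1 (0.68, SE 0.12, and 0.57, SE 0.09). Slc6a5, the glycine transporter of inhibitory neurons, fell by 1.97 (SE 0.38, adjusted p = 0.0492), Gal3st1, an enzyme of myelin lipid synthesis, by 0.63 (SE 0.11), Nos1 by 0.55 (SE 0.07) and the synaptic adhesion gene Mdga1 by 0.43 (SE 0.07).

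Of the 5 tested markers of serotonergic and cholinergic neurons 3 fell over all genes and 4 when adjusted over the list alone (camera adjusted p = 6.66e-15, adjusted p = 0.0757 with an estimated correlation). Of 10 oligodendrocyte precursor markers 2 fell, and 5 when adjusted over the list alone (camera adjusted p = 9.36e-12, adjusted p = 0.0944 with an estimated correlation). None of 12 dopaminergic markers was called by edgeR, although 5 were lower at an unadjusted p under 0.05, 2 by DESeq2, 1 by limma voom and 4 when adjusted over the list alone (camera adjusted p = 2.02e-06, adjusted p = 0.37 with an estimated correlation). Markers of neighbouring tissue also moved. All 7 genes of the thalamus and hypothalamus list were higher in old Wt mice when adjusted over the list alone (median log2 fold change 0.77) and at an unadjusted p under 0.05, with none called over all genes by edgeR, DESeq2 or limma voom.

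In all, 39 of 10795 genes tested changed in Wt mice, 14 up and 25 down, and 101 of 11007 in aSyn Tg mice. The balance of directions in Wt mice depended on the setting, with 61 up and 57 down of 118 called by DESeq2 and 262 up and 202 down of 464 called by edgeR with 2 factors of unwanted variation, run since the paper names RUVseq without a number of factors. In aSyn Tg mice these called 159 and 257. The Wt count became 14, 334 and 4 without Wt 15 mo library 1, 3 or 5, and 2, 11, 1 and 2 without Wt 3 mo library 2, 3, 4 or 5. The aSyn Tg count became 55 and 58 without aSyn Tg 15 mo library 3 or 4, and 59, 60, 54 and 61 without aSyn Tg 3 mo library 1, 3, 4 or 5. Tph2 reached 45.0 CPM in Wt 15 mo library 3, the highest of that group. Among the Wt genes named, the calls of Slc6a5 and Slc1a3 were lost in 12 and 9 of 24 alternative settings, those of Cspg4, Ctss, Mdga1 and Gal3st1 in 8, those of C4b, Pcdhb9 and Btaf1 in 7 and those of Ide and Dbp in 6.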

We observed a stronger effect in aSyn Tg mice where 270 transcripts were differentially expressed when compared with Wt mice, where only 79 transcripts were differentially expressed (Fig. 1C). Most differentially expressed transcripts in aSyn Tg mice were downregulated (Supplementary Fig. S1C). Additionally, methylated RNA immunoprecipitation sequencing (MeRIP-seq) was performed to determine the midbrain-specific epitranscriptomic landscape in 3 mo and 15 mo mice. However, when we compared the differentially methylated transcripts, we found similar numbers between Wt (420 genes) and aSyn Tg (424 genes) mice (Fig. 1C).

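With age, 88 genes rose and 13 fell in the aSyn Tg midbrain. The genes that fell most were neuronal: Slc6a5 (log2 fold change -1.44, SE 0.30, edgeR adjusted p = 0.0406), Lamp5, a membrane protein of inhibitory neurons (-1.11, SE 0.24, adjusted p = 0.0456), and Chat, which makes acetylcholine (-0.84, SE 0.18, adjusted p = 0.0433). Ndst4 and the ferroxidase gene Heph each fell by 0.50 (SE 0.11 and 0.10). Among myelin genes, Ugt8a fell by 0.26 (SE 0.05, adjusted p = 0.0217) and Cldn11 by 0.32 (SE 0.06, adjusted p = 0.0284). Gabra2, a GABA receptor subunit, was the 1 postsynapse gene of 129 called by edgeR, and it rose by 0.58 (SE 0.11, adjusted p = 0.0292), while DESeq2 called 1 higher and 1 lower and limma voom 1 higher. Thus the largest part of the change in this genotype lay in transcripts that increased.

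The list of 16 oligodendrocyte and myelin genes had 2 lower genes, also 2 when adjusted over the list alone (camera adjusted p = 0.00059, adjusted p = 0.463 with an estimated correlation). Of 6 serotonergic and cholinergic markers 1 fell, and 4 when adjusted over the list alone (camera adjusted p = 2.35e-06, adjusted p = 0.0836 with an estimated correlation). In cholesterol synthesis none of 20 genes was called by edgeR or limma voom, with 14 lower at an unadjusted p under 0.05, 2 by DESeq2 and 4 when adjusted over the list alone. The list as a whole was lower (median log2 fold change -0.20, camera adjusted p = 4.25e-12, and 0.00804 with the correlation estimated). Of 91 presynapse genes none was called by edgeR or limma voom, and 9 were lower at an unadjusted p under 0.05 and 1 by DESeq2.

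A test of whether the effect of age differs between the genotypes called 1 gene, the pseudogene Pisd-ps1. Without 1 library this became 0 (aSyn Tg 15 mo library 2 or 3, aSyn Tg 3 mo library 4), 2 (Wt 15 mo library 5, Wt 3 mo library 3 or 5, aSyn Tg 15 mo library 5), 3 (aSyn Tg 3 mo library 6), 7 (Wt 15 mo library 3) or 20 (aSyn Tg 15 mo library 6). Adjusted over the list alone, 12 of 14 interferon genes rose more with age in aSyn Tg than in Wt mice (median difference 0.76), 9 of 15 microglial markers, 8 of 12 disease-associated microglia genes and 5 of 6 complement genes, with 3, 4, 2 and 4 called by DESeq2 over all genes and 12, 10, 10 and 5 at an unadjusted p under 0.05. The calls of Lamp5, Chat, Ndst4, Heph, Ugt8a and Cldn11 were each lost in 9 to 14 of the 24 or 25 alternative settings and those of Slc6a5 and Gabra2 in 7, and with 1 factor of unwanted variation 132 genes rose and 49 fell.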

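Most transcripts with a differential m6A peak with age were in the list of 1 genotype. Those in both lists were more than independent lists would share, and often changed in opposite directions. Absence from a list does not show that m6A was unchanged in that genotype. Differential peaks lay on 336 genes in aSyn Tg mice and on 305 in Wt mice, with 58 genes in both lists. Independent lists would share 13.8 if every gene with a peak were equally likely to be called. Sptbn1, a spectrin of the membrane skeleton, gained m6A in Wt mice (log2 fold change 0.73 in the authors' deposited table) and lost it in aSyn Tg mice (-0.67). Dlg4, which encodes PSD-95, stands in the authors' deposited tables at 0.30 in Wt mice, for a peak on chromosome 11 from 70044297 to 70045055, and at -0.75 in aSyn Tg mice, for another peak. Slco3a1, a transporter gene, gained in both of the authors' deposited tables (1.13 in Wt and 0.73 in aSyn Tg mice).

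The authors' deposited tables hold 374 differential peaks past both limits in aSyn Tg and 320 in Wt mice. At a fold change of at least 1.5 the counts part, with 124 genes in aSyn Tg and 34 in Wt mice, and at an FDR of at most 0.01 they are 177 and 194. A number of genes past a threshold carries no error here.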

On the other hand, the effect of aSyn-A30P overexpression was assessed by a comparison between aSyn Tg and Wt mice at 3 mo and 15 mo. We did not identify major differences in the number of differentially expressed transcripts which were 128 at 3 mo and 142 at 15 mo. Similarly, the differentially methylated transcripts showed no significant changes between Wt and aSyn Tg at 3 mo (384 genes) and 15 mo (353 genes) (Fig. 1D). 

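At 3 mo the midbrain of aSyn Tg mice differed from that of Wt mice in Thy1 and in single genes, some of which encode proteins of the endoplasmic reticulum. Thy1, whose promoter drives the transgene, was at 1670 ± 298 CPM (mean ± SD, n = 5) in aSyn Tg and 290 ± 20.9 CPM (n = 4) in Wt mice, a log2 fold change of 2.53 (SE 0.11, edgeR adjusted p = 1.37e-09). Sdf2l1, Creld2 and Hspa5, which encode proteins of the endoplasmic reticulum chaperone machinery, fell by 1.02 (SE 0.12, adjusted p = 0.000747), 0.59 (SE 0.12, adjusted p = 0.0285) and 0.40 (SE 0.05, adjusted p = 0.000747). Xbp1, a transcription factor of the unfolded protein response, fell by 0.36 (SE 0.07, adjusted p = 0.015) and Calr, a calcium-binding chaperone, by 0.31 (SE 0.05, adjusted p = 0.00603). Pisd-ps1 fell by 1.39 (SE 0.13), Pisd-ps2 by 0.93 (SE 0.15), the neuronal adhesion gene Cntn3 by 0.95 (SE 0.11), Igsf11 by 0.30 (SE 0.05) and Hif3a by 0.74 (SE 0.16). The 5S rRNA gene n-R5s217 rose by 1.89 (SE 0.27, adjusted p = 0.00372). The RNA had been depleted of rRNA, and whether this rise follows the depletion was not tested. Within aSyn Tg mice at 15 mo the gene ranged from 8.62 to 119 CPM.

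No fixed list covers protein folding in the endoplasmic reticulum. Of 11 heat shock and stress genes 2 fell over all genes and 3 when adjusted over the list alone (camera adjusted p = 2.01e-06, adjusted p = 0.107 with an estimated correlation). Microglial and interferon genes were not called at this age. Of 14 microglial markers and 12 interferon genes none was called by edgeR, DESeq2 or limma voom, with 3 microglial genes lower and 1 interferon gene higher at an unadjusted p under 0.05.

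In all 95 of 11376 genes changed, 71 up and 24 down. A fit with all 4 groups at once called 13, of which 3 were up and 10 down, and limma voom 63 (41 up, 22 down). Without 1 library the count was 29, 44 and 33 (Wt 3 mo library 2, 3 or 4) and 62, 50 and 164 (aSyn Tg 3 mo library 3, 4 or 6). The calls of Hif3a, Creld2 and Igsf11 were lost in 8, 7 and 6 of 24 alternative settings.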

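At 15 mo the difference between the genotypes included genes of the interferon response and of reactive glia. Thy1 was higher by 2.48 (SE 0.14, edgeR adjusted p = 3.88e-07). The interferon-induced genes Oasl2, Lgals3bp, Gbp3 and Ddx58 were higher by 1.43 (SE 0.22, adjusted p = 0.0135), 1.28 (SE 0.18, adjusted p = 0.0073), 1.05 (SE 0.16, adjusted p = 0.0144) and 1.00 (SE 0.16, adjusted p = 0.0152). The class I light chain B2m (0.79, SE 0.12, adjusted p = 0.0099), complement C4b (1.22, SE 0.21, adjusted p = 0.0341), the lysosomal protease Ctsz (0.73, SE 0.13, adjusted p = 0.0404), Cd9 (0.56, SE 0.10) and the astrocyte filament Gfap (1.03, SE 0.19, adjusted p = 0.0488) were also higher. Slc6a4 and Tph2 were higher by 2.23 (SE 0.35) and 2.08 (SE 0.35), Wdfy1 by 1.38 (SE 0.10) and Gabra2 by 0.89 (SE 0.09). The 3 genes that were lower were Cntn3 (-1.14, SE 0.10), Ide (-0.91, SE 0.06) and Btaf1 (-0.85, SE 0.10).

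Of 16 interferon genes 4 were called over all genes and 15 when adjusted over the list alone (camera adjusted p = 9.01e-33, and 0.0332 with the correlation estimated). For disease-associated microglia genes these were 3 and 9 of 12. The microglial markers had none of 14 called by edgeR or limma voom over all genes, with 10 higher at an unadjusted p under 0.05, 8 by DESeq2 and 9 when adjusted over the list alone (camera adjusted p = 6.77e-14, adjusted p = 0.0622 with an estimated correlation). All 7 genes of the thalamus and hypothalamus list were lower in aSyn Tg mice when adjusted over the list alone and at an unadjusted p under 0.05, with none called over all genes by edgeR or limma voom and 1 by DESeq2. Adjusted in the same way over their list, 4 of 5 serotonergic and cholinergic markers were higher.

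In all 23 of 10473 genes changed, 20 up and 3 down, where DESeq2 called 87 and a fit with all 4 groups 101. Without 1 library the count was 11, 42 and 13 (Wt 15 mo library 2, 3 or 4) and 13, 11 and 41 (aSyn Tg 15 mo library 3, 4 or 6). The calls of Cd9, Gfap and Ctsz were lost in 13, 11 and 8 of 25 alternative settings and those of Slc6a4, Tph2 and C4b in 6.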

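Between genotypes, differential m6A peaks lay on 257 transcripts at 3 mo and on 294 at 15 mo, and 41 transcripts were in both lists. If every transcript with a peak were equally likely to be called, independent lists would share 10.3. Thy1 gained m6A at both ages (log2 fold change in the authors' deposited tables 2.45 at 3 mo and 1.38 at 15 mo, at the peak with the largest change). Its mRNA was also among the most increased, so that many of the fragments compared can come from the transgene cassette. The spectrin gene Sptbn1 gained 0.93 at 3 mo in the authors' deposited table, at chromosome 11 from 30267202 to 30268175, the same peak that was gained with age in Wt mice. Stx6, a syntaxin of the Golgi, stands at -1.73 in the authors' deposited table at 15 mo.

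The authors' deposited tables hold 279 differential peaks past both limits at 3 mo and 313 at 15 mo. At a fold change of at least 1.5 the lists hold 35 and 113 transcripts, and at an FDR of at most 0.001 they hold 87 and 104.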

While we did not see a significant difference in the differential methylation, we found that the prevalence of hyper- and hypomethylated transcripts was reversed.

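Most transcripts in both genotype lists gained m6A at 3 mo and lost it at 15 mo, as did most transcripts of the 3 mo list and of the 15 mo list as a whole. Of the 41 shared transcripts, 32 were hypermethylated in aSyn Tg mice at 3 mo and hypomethylated at 15 mo, 8 were hypermethylated at both ages and 1 was hypomethylated at both. Nfasc, a gene of the axon initial segment, went in the authors' deposited tables from a log2 fold change of 0.46 to -0.63, the intermediate filament Ina from 0.50 to -0.57 and the presynaptic receptor Nrxn2 from 0.47 to -0.50. Thy1 kept its gain.

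The shares of gained and lost transcripts differed between the ages (Fisher's exact p = 2.2e-82). The same held for the effect of age between the genotypes (Fisher's exact p = 2.15e-81), where 39 of the shared transcripts were gained in Wt and lost in aSyn Tg mice and 19 were gained in both. A turn of this kind is expected of a shared set from the shares of the 2 lists. Transcripts are not independent samples of mice, so these p-values hold for the transcripts listed and not for a wider set of animals.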

The overall distribution of total m6A methylation peaks on mRNA did not reveal any striking anomalies in any of the groups. As expected, the majority of the m6A modifications were localised close to the 3’ UTR on mRNA (Fig. 1E), as previously reported for ageing-related genes^35^.

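Consensus m6A peaks crowded around the stop codon and were spread over the coding sequence and the 3' UTR in nearly the same way in each group. Of peak centres on coding transcripts, 26.7% lay within 200 nt of the stop codon in Wt mice at 3 mo, 26.0% in Wt at 15 mo, 26.5% in aSyn Tg at 3 mo and 26.8% in aSyn Tg at 15 mo, where that stretch makes up 9.05%, 9.04%, 9.0% and 9.04% of the transcripts. The 3' UTR held 39.2%, 37.5%, 37.3% and 37.7% of centres, the coding sequence 54.8%, 56.2%, 56.2% and 56.1%, and the 5' UTR 5.98%, 6.36%, 6.52% and 6.19%. The 3' UTR makes up 43.5% of the length of these transcripts in Wt mice at 3 mo. Examples of differential peaks in a 3' UTR are those of Hap1, Git1 and Apln.

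The middle of each peak was placed on 1 coding transcript per gene, which left 10848, 10947, 10499 and 10327 centres, and 2222, 2387, 2109 and 1978 centres lay outside exons. The density near the stop codon was 2.95, 2.88, 2.95 and 2.97 times that expected from length. The median centre lay at -202, -248, -242 and -239 nt from the stop codon.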

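In Wt mice m6A was gained with age at nearly every differential peak, including peaks on transcripts of axons and glutamatergic synapses. Of 305 transcripts, 304 were hypermethylated and 1, Gm340, was hypomethylated (log2 fold change -0.42 in the authors' deposited table). The largest gains in the authors' deposited table, after Slco3a1, were on Gal3st1 (0.99, coding sequence, FDR 0.00871), Pias2 (0.90), Suds3 (0.84), Ppp2r3a (0.83) and Camk1 (0.81). The vesicular glutamate transporter Slc17a7 gained 0.75 (FDR 0.002), the neurofilament-like Ina 0.61 (FDR 1.91e-07), the endocytic clathrin heavy chain Cltc 0.46 and the complexin Cplx1 0.44 in the authors' deposited table. Gal3st1 mRNA fell in the same mice, whereas the mRNA of Slc17a7 was not changed (edgeR adjusted p = 0.43).

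The median gain over 319 gained peaks of the authors' deposited table was 0.38. After the log2 fold changes were centred on the median log2 difference of fold enrichment over the genes with a peak in both groups, 0.115, there were 161 hypermethylated transcripts, and at a fold change of at least 1.5 there were 34.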

As a consequence of ageing, the methylation levels of the differentially methylated m6A transcripts in 15 mo vs. 3 mo Wt mice were 418 hypermethylated and only 2 hypomethylated transcripts. On the contrary, 171 genes were hypermethylated and 244 transcripts were hypomethylated in 15 mo vs. 3 mo aSyn Tg mice (Fig. 1F, left panel). 

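In aSyn Tg mice 117 transcripts gained m6A with age and 214 lost it, and the losses were the larger changes. The strongest losses in the authors' deposited table lay on Mdga1, a regulator of synapse formation (log2 fold change -1.20, 3' UTR, FDR 0.0363), Auts2 (-1.19 over 2 peaks), Tbkbp1 (-1.09), Gramd1b (-1.01), Pnkd (-0.98) and Ccdc6 (-0.98). The strongest gains in the authors' deposited table lay on the stress gene Sesn2 (1.01, 3' UTR, FDR 0.049), Vwc2 (0.81, coding sequence, FDR 0.00794), Auh (0.76), an RNA-binding protein of mitochondria, and Pgm2 (0.72), whose peak overlaps that of Itgb3bp (0.70) on the other strand. Hnrnpa2b1, an m6A reader, stands at -0.45 in the authors' deposited table (FDR 6.46e-10). The mRNA of Mdga1 and Sesn2 was not changed in these mice (log2 fold changes -0.15 and 0.12).

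Over all differential peaks of the authors' deposited table the median change was 0.39 for 127 gained peaks and -0.58 for 247 lost ones. With a limit of 1.5 on the fold change, 13 hypermethylated and 111 hypomethylated transcripts remained. Lost peaks were the weaker ones, with a median fold enrichment over input of 2.42 against 4.47 at gained peaks.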

A transcript can carry multiple m6A methylation marks and some of these marks likely increase while others decrease simultaneously. Such transcripts are referred to as mixed transcripts. We found only 9 such mixed transcripts (Fig. 1F, left panel) in aSyn Tg mice during ageing.

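Gained and lost peaks on the same transcript were seen with age in aSyn Tg mice on 5 genes, Begain, Iqsec1, Mapk8ip3, Mast4 and Pip5k1c. Begain and Iqsec1 encode proteins of the postsynaptic density, and Mapk8ip3 an adaptor of axonal transport. The largest change on Iqsec1 in the authors' deposited table was a loss (log2 fold change -0.71) and on Mapk8ip3 a gain (0.38). No transcript was mixed in the Wt mice.

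Without a fold change limit there were 11 mixed transcripts and at an FDR of at most 0.01 there was 1. The class depends on 2 or more peaks of a transcript passing the limits.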

To identify the effect of aSyn expression on the levels of the m6A modification, we compared 3 mo aSyn Tg mice with age-matched Wt mice. 

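At 3 mo the transcripts that differed between the genotypes carried more m6A in aSyn Tg mice in nearly every case. Of 257 transcripts, 253 were hypermethylated and 4 hypomethylated, namely Fancm (log2 fold change -1.25 in the authors' deposited table), Gm5466 (-1.08), Cit (-0.44) and Zfp423 (-0.33). Beside Thy1, large gains in the authors' deposited table lay on Neurod2, a transcription factor of glutamatergic neurons (2.15, 3' UTR, FDR 0.00501), Gm16754 (1.20) and Plekhm2, a lysosome transport adaptor (0.91). The largest peak change on Thy1 in the authors' deposited table lies in its 3' UTR (FDR 2e-74). The reader gene Fmr1, which has no consensus peak, gained 0.47 in the authors' deposited table (FDR 0.0339).

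The median gain was 0.39 over 275 peaks of the authors' deposited table. With no fold change limit 380 transcripts were hypermethylated, and at a fold change of at least 1.5 there were 33.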

We found 380 hypermethylated transcripts and only 4 hypomethylated transcripts, and no mixed transcripts. On the other hand, when comparing 15 mo aSyn Tg vs. Wt mice, a reverse trend was observed, with 108 hypermethylated, 240 hypomethylated, and only 5 mixed transcripts (Fig. 1F, right panel). 

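At 15 mo most transcripts that differed between the genotypes carried less m6A in aSyn Tg mice. There were 219 hypomethylated, 72 hypermethylated and 3 mixed transcripts (Mobp, Secisbp2l and Sept3). The largest losses in the authors' deposited table lay on Apln, which encodes the peptide apelin (log2 fold change -1.99, 3' UTR, FDR 5.25e-05), C2cd4b (-1.79), the calcium-binding Caln1 (-1.70), Ipo9 (-1.45) and Ranbp3 (-1.44), both genes of nuclear transport, beside Stx6. Large gains in the authors' deposited table, after Thy1, lay on Gm9899 (1.20), Cox7a2l (0.87), Vwc2 (0.81) and Bms1 (0.65). Hnrnpa2b1 stands at -0.43 in the authors' deposited table, close to its loss with age in aSyn Tg mice.

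The median loss over 236 peaks of the authors' deposited table was -0.56 and the median gain over 77 peaks 0.39. At a fold change of at least 1.5 there were 105 hypomethylated and 8 hypermethylated transcripts. Lost peaks had a median fold enrichment of 2.29 and gained ones 3.11, and 62.0% of differential peaks spanned more than 1 exon block.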

The heat map showed a strong correlation when 15 mo Wt were compared with 3 mo Wt methylated transcripts while, on the other hand, 15 mo vs. 3 mo aSyn Tg showed an inverse correlation (Fig. 1G).

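The fold enrichment of m6A peaks over input was closely related between the ages in both genotypes. Over 6428 genes with a peak at both ages in aSyn Tg mice, Spearman's rho between the highest fold enrichments was 0.831, and over 6779 genes in Wt mice it was 0.81. Old mice had slightly higher values, with a median log2 difference of 0.129 in aSyn Tg and 0.115 in Wt, and 65.4% and 63.0% of genes were higher at 15 mo. Between genotypes rho was 0.815 at 3 mo (6577 genes) and 0.812 at 15 mo (6656 genes), with a median log2 difference of 0.0419 and 0.0652 in favour of aSyn Tg. The differential peaks lost with age in aSyn Tg mice, such as those on Auts2 and Camk2a, run against this shift.

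Each gene entered with its highest peak in each group, from the authors' consensus lists. Restricted to peaks overlapping in all 4 groups, rho was 0.851 and 0.831 for the effect of age.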

### m6A levels are reduced in synaptic transcripts upon ageing

To investigate the cellular processes and the subcellular regions where the differentially methylated transcripts were identified in 15 mo aSyn Tg vs. Wt mice, we performed gene ontology (GO) term analysis. Synaptic function was the biological process most represented in the GO analysis. 

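In old aSyn Tg midbrain, axonal transport genes were over-represented among transcripts that carried less m6A than in old Wt midbrain, and single transcripts of the glutamatergic postsynapse also carried less. In the authors' deposited table Hap1, which links huntingtin to motor proteins, had a log2 fold change of -0.98 (3' UTR, FDR 0.000437), Trak1, the mitochondrial motor adaptor, one of -0.99 (3' UTR, FDR 0.0269), and Mapk8ip3 one of -0.59. Kif5a, a kinesin heavy chain, gained 0.29 in the authors' deposited table. At excitatory synapses, by the authors' deposited table, Grm3 (-1.23, coding sequence, FDR 5.37e-06), Camk2a (-0.75), Dlg4 (-0.68) and Ctnnd2 (-0.64) lost m6A, while the AMPA receptor gene Gria2 gained 0.42 and Camk2g 0.30. Ppp1r9a, which shapes dendritic spines, stands at -1.03 in the authors' deposited table, and Ppfia3 at -0.94. In the vesicle release machinery the authors' deposited table has Unc13c and Unc13a at -0.59 and -0.55 and Syngr1 at -0.35.

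Among the 219 transcripts with only lost peaks were 10 of 41 axonal transport and motor genes, where 1.14 would be expected (Fisher's exact test, adjusted p = 5.06e-06). At a fold change of at least 1.5 this list did not pass (3 genes, expected 0.549, adjusted p = 0.353). None of the other 40 fixed lists passed for lost m6A in this comparison, the postsynapse list included (8 of 109, expected 3.04, adjusted p = 0.226). The genes named are those with the largest changes in each list. Input count was not matched between a list and its background.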

Our analysis revealed that transcripts with m6A methylation marks have a strong enrichment for biological processes such as receptor internalisation, excitatory post-synaptic potential, axonal transport, and dendritic spine morphogenesis. The identified transcripts were also involved in cellular processes including neuron projection cytoplasm and synaptic vesicle membrane (Fig. 2A). Previous data from our group has also shown that, while the average dendritic spine number was not significantly different, a strong difference was observed in the abundance of different types of spines in aSyn Tg neurons when compared with Wt neurons^49^. A significant reduction was observed in the number of mushroom and thin spines. However, the number of stubby spines was significantly higher in the aSyn Tg mouse midbrain tissue^49^. The increase in stubby spines suggests an increased likelihood of spines potentially developing into mature spines. This aligns with our results where we saw a significantly high number of synapses in aSyn Tg neurons when compared with Wt.

**Fig. 2:**
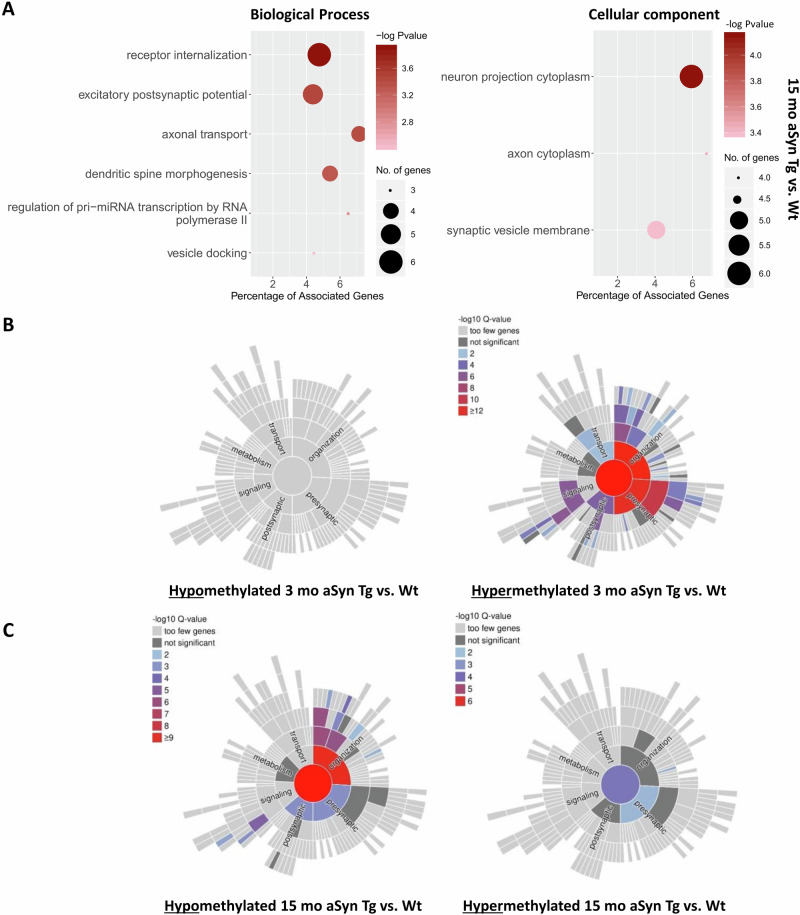
Gene ontology analysis for 3 mo and 15 mo Wt vs. aSyn Tg mice. **A** GO analysis for the biological processes and cellular processes in 15 mo aSyn Tg vs. Wt mice, FDR = 1.5. **B** Sunburst plots representing GO analysis for the genes involved in the processes at the synapse in aSyn Tg vs. Wt mice at 3 mo. Graphs created with syngoportal.org. **C** Sunburst plots representing GO analysis for the genes involved in the processes at the synapse in aSyn Tg vs. Wt mice aged mice at 15 mo. Graphs created with syngoportal.org.

We also observed that when we compared the differentially enriched genes in aSyn Tg 15 mo vs. 3 mo, we saw a strong overexpression of genes involved in pathways related to the immune system (Supplementary Fig. S2). 

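Genes of microglia, complement and the interferon response rose strongly between 3 mo and 15 mo in the aSyn Tg midbrain. C4b went from 20.9 ± 4.39 to 137 ± 34.9 CPM (mean ± SD, n = 5 and 5; log2 fold change 2.71, SE 0.18, edgeR adjusted p = 6.57e-06), while in Wt mice it was at 23.8 ± 5.88 (n = 4) and 57.8 ± 18.6 CPM (n = 5). The lysozyme of myeloid cells, Lyz2, rose by 2.07 (SE 0.32, adjusted p = 0.00477), and the interferon-induced Oasl2 and Ifit1 by 1.95 (SE 0.26, adjusted p = 0.00169) and 1.82 (SE 0.25, adjusted p = 0.00247). The complement genes C1qa, C1qb and C1qc rose by 1.57 (SE 0.17), 1.27 (SE 0.14) and 1.34 (SE 0.15), the leukocyte integrin Itgb2 by 1.68 (SE 0.24), Ptprc, which encodes CD45, by 1.52 (SE 0.22), and the microglial Ctss by 1.18 (SE 0.14). Among genes of reactive astrocytes, Gfap rose by 1.45 (SE 0.18, adjusted p = 0.00093) and Serpina3n by 1.60 (SE 0.20, adjusted p = 0.0013). The per-library values of C4b, Lyz2, Oasl2 and Cd74 are drawn by group, with the old aSyn Tg mice highest for each gene on average. From a gene ontology analysis the paper reports that genes of immune pathways are strongly overexpressed in ageing aSyn Tg mice.

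Of 15 microglial markers 11 rose over all genes and 12 when adjusted over the list alone (median log2 fold change 0.69, camera adjusted p = 2.4e-39, and 0.00781 with the correlation estimated). Of 18 interferon genes 13 rose, all 18 when adjusted over the list alone (median 0.96, camera adjusted p = 1.12e-60). In complement 5 of 6 rose by either count (median 1.46, camera adjusted p = 2.21e-43), and of 6 genes of the astrocyte response to neurodegeneration 4 and 5 (median 1.30, camera adjusted p = 4.13e-37). Of 14 general astrocyte markers 2 rose by either count (median 0.0116, camera adjusted p = 0.00673, adjusted p = 0.259 with an estimated correlation). The disease-associated microglia list, which shares genes with the microglial one, had 8 of 12 and 10 (camera adjusted p = 4.22e-32). When the aSyn Tg libraries were divided into other groups of the same size, a median of 11 lists shifted at the preset correlation. The camera p-values at that correlation are therefore too small as they stand.

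A rise of microglial transcripts in bulk tissue does not tell more cells from more RNA per cell.

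**Figure D1:**
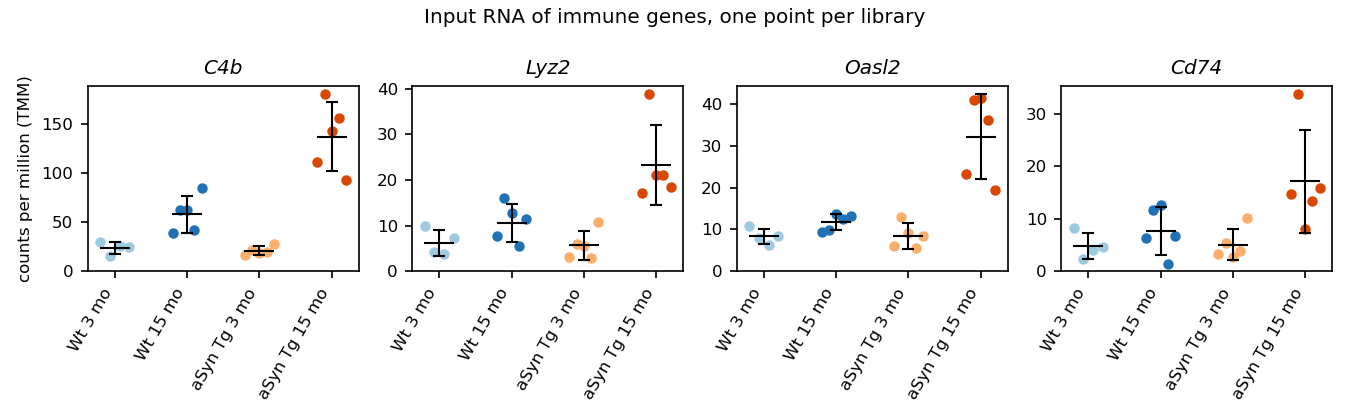
C4b, Lyz2, Oasl2 and Cd74 in the input RNA of Wt and aSyn Tg midbrain at 3 mo and 15 mo. The vertical axis is CPM, points are libraries, and bars are mean ± SD.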

The genes with the highest enrichment score were involved in immune responses including the innate immune system, adaptive immune system, immunoglobulin binding, phagocytic vesicle, defence response, innate immune response, and regulation of immune system processes among others (Supplementary Fig. S2).

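Antigen presentation, lysosomal degradation and phagocyte genes took part in the rise with age in aSyn Tg mice. The class I genes H2-D1 and H2-K1 rose by 1.15 (SE 0.12, edgeR adjusted p = 0.000349) and 1.41 (SE 0.19, adjusted p = 0.00196) in log2, B2m by 1.18 (SE 0.12, adjusted p = 0.00024) and Tapbp by 0.42 (SE 0.09, adjusted p = 0.0443). Cd74, the invariant chain of class II, rose by 1.78 (SE 0.39, adjusted p = 0.0488). The lysosomal genes Ctsz, Ctsd and Man2b1 rose by 1.15 (SE 0.12), 0.67 (SE 0.10) and 0.51 (SE 0.09). Fcrls, a microglial Fc receptor-like gene, rose by 0.93 (SE 0.17, adjusted p = 0.0217), Dock2 by 1.09 (SE 0.17), the microglial growth factor Csf1 by 0.47 (SE 0.08, adjusted p = 0.0107) and Apoe by 0.46 (SE 0.09, adjusted p = 0.0314). Among interferon-induced genes, Lgals3bp rose by 1.64 (SE 0.16, adjusted p = 0.00024), Ifit3b by 1.52 (SE 0.20, adjusted p = 0.00179) and Parp14 by 1.14 (SE 0.13, adjusted p = 0.000556).

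Of 9 class I genes 4 rose over all genes and 5 when adjusted over the list alone (camera adjusted p = 7.52e-17). Of 32 lysosomal genes these were 7 and 12 (median 0.20, camera adjusted p = 4.14e-20, and 0.0118 with the correlation estimated). In the phagocyte oxidase and phagosome list 1 and 3 of 4 rose (camera adjusted p = 1.24e-05), in the Fc receptor list 1 of 2 by either count (camera adjusted p = 0.0204, adjusted p = 0.0916 with an estimated correlation), and among 5 cytokine genes 1 by either count (camera adjusted p = 0.00059). In border macrophage markers 1 and 2 of 2 rose (camera adjusted p = 0.0543 with an estimated correlation). The camera p-values at the preset correlation are too small as they stand, since other divisions of these libraries shifted a median of 11 lists.

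The call of Cd74 was lost in 10 of 24 alternative settings, that of Tapbp in 11 of 25 and that of Apoe in 8 of 25.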

We used the SynGO software^50^ (https://syngoportal.org/), an experimentally annotated database for synaptic location and functional GO, to specifically check the m6A methylation of synaptic transcripts. These differentially methylated genes are primarily involved in synaptic organisation, metabolism, transport, signalling, and both pre- and post-synaptic processes. 

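Synaptic transcripts were over-represented among those whose m6A changed with age, with gains in Wt mice and losses in aSyn Tg mice. In Wt mice 12 of 62 presynapse and synaptic vesicle genes were hypermethylated where 2.37 would be expected (Fisher's exact test, adjusted p = 0.000124), among them Cplx1 and Cadps, and 9 of 40 axonal transport genes where 1.53 would be (adjusted p = 0.000303), among them Mapk8ip1. In aSyn Tg mice 9 of 63 presynapse genes were hypomethylated (expected 1.75, Fisher's exact test, adjusted p = 0.00109), 12 of 110 postsynapse genes (3.05, adjusted p = 0.00109), 9 of 101 synapse organisation genes (2.8, adjusted p = 0.0155) and 7 of 42 axonal transport genes (1.17, adjusted p = 0.00186). Large losses among these in the authors' deposited table were on Camk2a (-0.92, 3' UTR, FDR 0.00204), Ctnnd2 (-0.92, coding sequence, FDR 7.94e-11), Git1 (-0.91) and Cacng7 (-0.85) at the postsynapse, and Dnm3 (-0.72), Synj1 (-0.68), Ppfia3 (-0.65) and Vamp2 (-0.63) in vesicle cycling. By the authors' deposited table Nlgn2 lost m6A in its 5' UTR (-0.76), and Mapt (-0.38) and Hap1 (-0.82) lost m6A among transport genes. The number of genes of each synaptic list with gained and lost m6A is drawn for the 4 comparisons, beside the number expected.

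Postsynapse genes were not over-represented in Wt mice (7 of 111, expected 4.24, Fisher's exact test, adjusted p = 1.0), nor were synapse organisation genes (9 of 104, expected 3.97, adjusted p = 0.241), but against all genes with a mean input count of at least 50 the synapse organisation list passed (expected 2.91, adjusted p = 0.0345). Gains in aSyn Tg mice were few in the authors' deposited table, such as Snap91 (0.56), Dync1li2 (0.48), Rph3a (0.41) and Ank2 (0.36).

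The background is every gene with a peak in either group, and p was adjusted over the 41 lists for each direction. Genes with gained peaks in Wt mice had a median input count of 862 and genes with lost peaks in aSyn Tg mice 949. In the genes methylated in all groups it was 219. The background was not matched on input count, so how much of the excess goes with abundance was not tested. At a fold change of at least 1.5 only the postsynapse list passed in aSyn Tg mice and none in Wt mice.

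**Figure D2:**
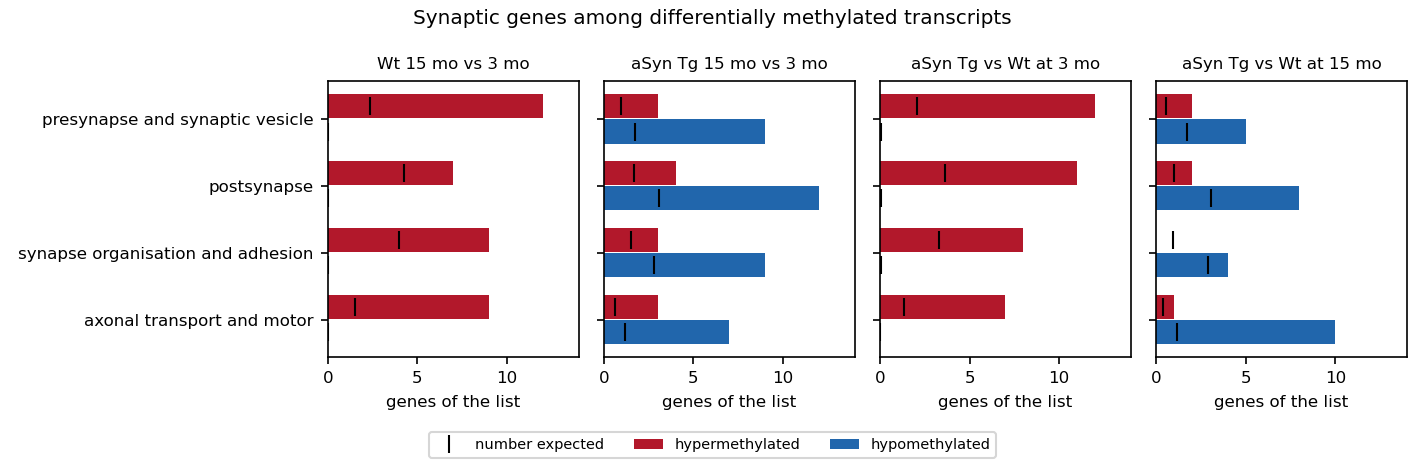
Genes of 4 synaptic lists with gained or lost m6A in each comparison. Bars are the number of genes hypermethylated and hypomethylated. Black ticks are the number expected if every gene with a peak were equally likely to be called. Losses in aSyn Tg mice with age exceed the ticks in each list.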

Based on MeRIP and RNA sequencing analysis, sunburst plots of Wt and aSyn Tg mice were generated (Fig. 2B). Our findings suggest that the differentially methylated transcripts that are involved at the synapse and in synaptic function were majorly hypermethylated in 3 mo aSyn Tg mice compared to 3 mo Wt mice (Fig. 2B). These hypermethylated transcripts were primarily involved in synapse organisation and at the pre-synapse (Fig. 2B). Conversely, at 15 months of age, the majority of the differentially methylated transcripts were hypomethylated when aSyn Tg mice are compared with Wt mice, which were largely involved in signalling, pre- and post-synapse, and synapse organisation (Fig. 2C).

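At 3 mo, synaptic transcripts gained m6A in aSyn Tg relative to Wt mice on both sides of the synapse. Of 63 presynapse and synaptic vesicle genes 12 were hypermethylated where 2.04 would be expected (Fisher's exact test, adjusted p = 2.61e-05), of 111 postsynapse genes 11 (expected 3.6, adjusted p = 0.0107) and of 42 axonal transport genes 7 (expected 1.36, adjusted p = 0.00725). Grik5, a kainate receptor subunit (log2 fold change 0.73 in the authors' deposited table), Cacng7, a regulator of AMPA receptors (0.65), and Ppp1r9b, the spine protein spinophilin (0.48), had the larger gains at the postsynapse, and Map1b gained 0.31. The peaks on Cacng7 and Synj1 that were gained here are the same intervals that were lost with age in aSyn Tg mice.

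The 2 comparisons share the aSyn Tg 3 mo group, so its level enters both with opposite sign. None of the lists passed at a fold change of at least 1.5, and the background was not matched on input count.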

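The presynaptic transcripts with the largest m6A gain at 3 mo in the authors' deposited table were Synj1, which uncoats synaptic vesicles (log2 fold change 0.69), the calcium channel Cacna1a (0.54), the vesicle protein Syn1 (0.52, over exon blocks on chromosome X from 20909418 to 20921004) and C1ql2 (0.47). Among synapse organisation genes, Tenm4 gained 0.49 in the authors' deposited table, beside Nrxn2 and Nfasc. The synapse organisation and adhesion list as a whole had 8 of 102 genes hypermethylated, with 3.31 expected (Fisher's exact test, adjusted p = 0.119), and against all genes with a mean input count of at least 50 it passed (expected 2.37, adjusted p = 0.026). The presynapse list passed against both backgrounds (adjusted p = 2.61e-05 and 2.6e-05). Ap3b2, a sorting adaptor of neurons, gained 0.29 in the authors' deposited table. The synaptic lists share genes.

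The values are those of the peak with the largest change on each transcript.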

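At 15 mo, losses of m6A in aSyn Tg relative to Wt mice outnumbered gains in each synaptic list, but of the 4 lists only axonal transport passed Fisher's exact test (adjusted p = 5.06e-06). Of 61 presynapse genes 5 were hypomethylated (expected 1.7, Fisher's exact test, adjusted p = 0.371), of 109 postsynapse genes 8 (3.04, adjusted p = 0.226) and of 103 synapse organisation genes 4 (2.88, adjusted p = 1.0). Hypermethylated genes numbered 2 in the presynapse list, 2 in the postsynapse list, none in synapse organisation and 1 in axonal transport. Clstn1, a cargo adaptor of axons, was at -0.63 in the authors' deposited table.

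With a fold change of at least 1.5 no synaptic list passed at 15 mo. The expected numbers assume that every transcript with a peak is equally likely to be called.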

In summary, we observed that the differentially methylated genes in 15 mo aSyn Tg vs. Wt mice were mostly hypomethylated and involved in synaptic processes, especially at the pre-and post-synapse. However, at 3 mo, most of the differentially methylated genes were hypermethylated.

### The levels of m6A regulatory proteins do not change in different brain regions in Wt and aSyn Tg mice

To validate the meRIP-Seq results and to evaluate if the overall levels of the m6A modification are affected in aSyn Tg vs. Wt mice, we performed an m6A ELISA, for total RNA isolated from cortical and midbrain tissue of young and aged, Wt and aSyn Tg mice. We found that overall, the levels of m6A modification marks were higher in the cortex compared to the midbrain. In cortical brain tissue, we observed that the m6A marks in the aSyn Tg mice do not display the same pattern as in Wt animals (Fig. 3A). A significant reduction in m6A marks was observed in 12 mo aSyn Tg mice compared to 12 mo Wt mice (Wt; mean = 0.032 ± 0.018 OD, aSyn Tg; mean = 0.011 ± 0.002 OD, p-adj. value = 0.0364). In younger animals, while not significant, a slight reduction in m6A marks was observed in 3 mo aSyn Tg when compared with 3 mo Wt mice, indicative of an effect that probably starts at a young age and progresses with ageing (Fig. 3A). In the midbrain, we did not observe significant differences in the m6A marks between the groups (Fig. 3A). This is consistent with the MeRIP-Seq data where we observed that the total number of differentially methylated transcripts was not altered among the groups (Fig. 1C, D). This suggests that despite the observed hypo- and hyper-methylation in certain transcripts (Fig. 1F) the overall m6A levels remain in an equilibrium in the midbrain.

**Fig. 3:**
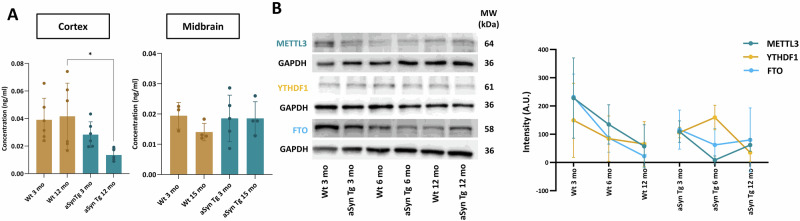
Levels of m6A RNA and m6A regulators in mouse brain tissue. **A** Bar plots representing the levels of m6A modification on total RNA using ELISA from cortical and midbrain regions of Wt and aSyn Tg mice. A significant reduction in the levels of m6A was observed in the aged, 12 mo aSyn Tg mouse cortex when compared with 12 mo Wt mice (*, p-ajd. value = 0.045). No significant differences were observed in the midbrain region of the brain. **B** Biochemical analysis using western blot comparing the expression levels of METTL3, YTHDF1 and FTO in the cortical tissue from 3 mo, 6 mo and 12 mo Wt vs. aSyn Tg mice. Scatter plot showing no significant difference in the expression level when comparing Wt with aSyn Tg mice.

Next, we asked if the observed changes in the m6A post-transcriptional marks in the cortex correlate with altered levels of the three m6A regulatory proteins in the cortical brain tissue. To do so, we performed immunoblotting analysis to assess the expression of m6A regulators—METTL3, YTHDF1, and FTO (Supplementary Fig. S3). We used three different age groups–3 mo, 6 mo and 12 mo from the Wt and aSyn Tg mice for our analysis. We observed no significant differences in the expression levels of these m6A regulatory proteins neither within genotypes (aSyn Tg vs. Wt) nor across the different age groups (Fig. 3B). Nonetheless, we observed a reducing trend in the levels of METTL3 and FTO in Wt mice during ageing (Fig. 3B). We observed a declining trend in the levels of METTL3 from Wt 3 mo to Wt 12 mo (p-value = 0.6542). Similarly, for FTO a reducing trend was observed from Wt 3 mo to Wt 12 mo (p-value = 0.1906).

Considering we detected no difference in the protein levels of m6A regulators, we sought to identify if the sub-regional and/or subcellular localisation of the three m6A regulatory proteins is altered. For this, we assessed the levels of METTL3, YTHDF1 and FTO by immunofluorescence intensity analysis in four different regions of the mouse brain, namely cortex, striatum, hippocampus, and cerebellum. MAP2 co-staining was used only to identify the neurons present in the areas of the brain. All these proteins were present in our selected areas of interest, but their compartmentalisation varied across different regions of the neurons.

The m6A writer protein, METTL3 was observed as small puncta within the nucleus in the cortex, striatum, hippocampus, and cerebellum in both aged Wt and aSyn Tg brain (Fig. 4A). The m6A reader protein, YTHDF1, on the other hand, localised only in the soma of neurons in all four areas of interest, with a similar expression pattern in Wt and aSyn Tg mouse brain slices (Fig. 4A). Finally, the m6A eraser, FTO, was detected in the nucleus and the soma of cells in the cortex, striatum, hippocampus, and cerebellum. FTO was also localised in the dendrites of neurons in the cortex and cerebellum in both Wt and aSyn Tg mouse brain slices (Fig. 4A). After analysis of the expression of these proteins calculated based on the fluorescence intensity, no significant differences were observed in the different regions of the brain when aSyn Tg mice were compared with Wt mice (Fig. 4B).

**Fig. 4:**
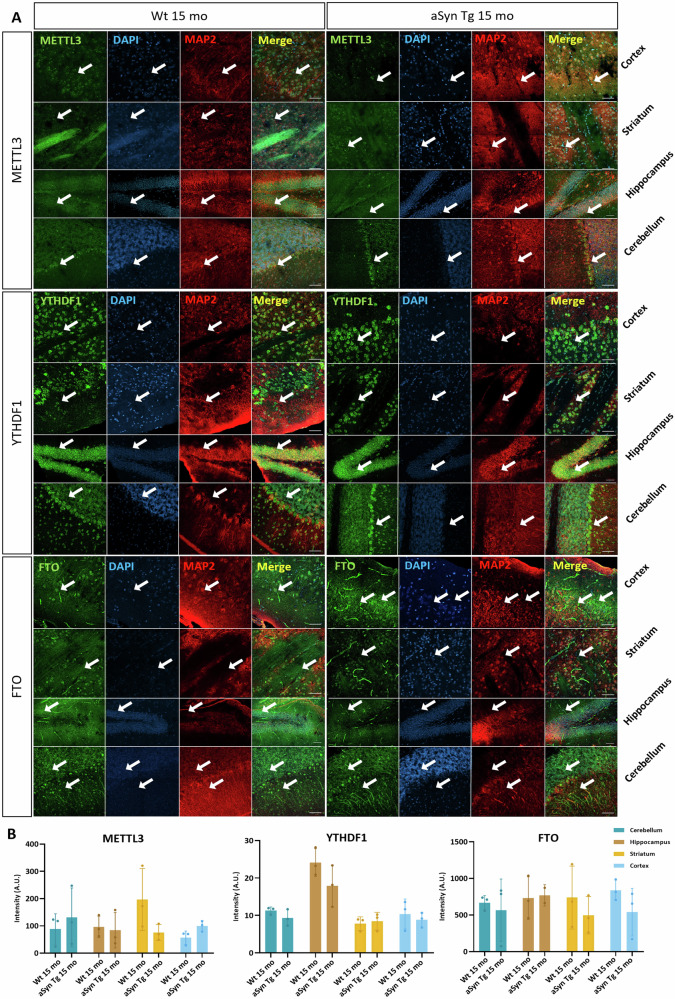
Distribution of m6A regulatory proteins METTL3, YTHDF1 and FTO in the cortex, striatum, hippocampus, and cerebellum of mouse brain. **A** Representative images of mouse brain tissue slices (30 µm) fixed, and stained with MAP2, METTL3, YTHDF1 and FTO. METTL3 was observed both in the nucleus and at the post synapse, while YTHDF1 was present in the soma, and FTO was present in the nucleus and in some dendrites, typically in the cerebellum. The images are acquired using a confocal microscope, 40x magnification with tiles, and the scale bar = 50 µm. White arrows point to the neurons with the expression of the respective proteins. **B** Bar plots showing the comparison between the mean intensity of METTL3, YTHDF1 and FTO in 15 mo Wt vs. aSyn Tg mice. No significant difference as observed between aged Wt and aSyn Tg mice when the levels of m6A proteins were compared. For each marker, three Wt 15 mo and three aSyn Tg 15 mo were included.

Our findings show that the m6A regulatory proteins – METTL3, YTHDF1 and FTO are present in the cortex, striatum, hippocampus, and the cerebellum in the mouse brain. In addition, we found that the expression levels of METTL3, YTHDF1 and FTO do not change in cortical brain tissue of mice.

### METTL3 is reduced in the aSyn Tg mouse post-synapse

Based on our bioinformatics analysis, we observed that the majority of m6A genes were synaptic, so we asked if, and to what extent the m6A regulators are present at synapses acting as local regulators since the overall regulator levels remain unchanged. We used primary cortical neurons that allow higher imaging potential and performed co-staining of the three m6A regulatory proteins–METTL3, YTHDF1 and FTO alongside Syn1, pre-synaptic marker and PSD95, post-synaptic marker to study the localisation of these proteins at the synapse (Fig. 5A). Previous studies have indicated reduced synaptic activity in neurons derived from sporadic PD patients when compared with healthy controls^51,52^.

**Fig. 5:**
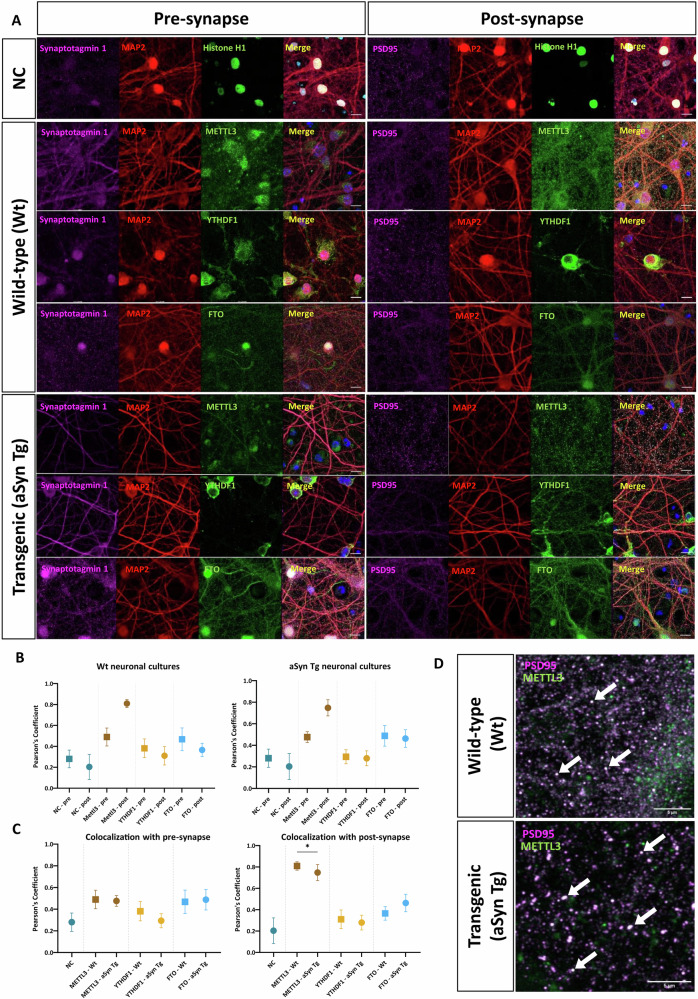
METTL3 is localised at the post-synapse in Wt and aSyn Tg DIV14 primary neurons. **A** Representative images of DIV14 primary neurons, fixed and stained with Histone H1, MAP2, PSD95, Synaptotagmin 1, METTL3, YTHDF1, and FTO in Wt and aSyn Tg neurons. Images are acquired using airy-scan at 63x magnification, scale bar = 10 µm. **B** Box and whisker plot representing the colocalisation of m6A regulators in Wt and aSyn Tg DIV14 primary neurons at the pre-and post-synapse. METTL3 colocalises with the post-synapse, (PCC, Wt = 0.810, aSyn Tg = 0.748). A significant difference (*, p-adj. value = 0.018) was observed between METTL3 at the post-synapse in Wt neurons when compared with aSyn Tg neurons. In the plots, the solid squares represent the pre-synaptic terminal and the solid circles represent post-synaptic terminal. **C** Box and whisker plot representing the colocalisation of m6A regulators at the pre-and post-synapse in Wt and aSyn Tg primary neurons. METTL3 colocalisation was significantly reduced in aSyn Tg neurons when compared with Wt at the post-synapse. Here, NC stands for negative control. In the plots, solid squares represent the Wt animals and solid circles represent the aSyn Tg animals. **D** Representative zoomed-in images of colocalization of METTL3 with post-synaptic maker, PSD95. The white arrows indicate the colocalisation of protein signal. Scale bar = 5 µm. Three replicate experiments were performed for Wt and aSyn Tg primary neuronal cultures and a minimum of 10–12 frames were acquired per experiment.

We (two independent experimenters) observed METTL3 was present within the nucleus as nuclear speckles and it significantly co-localised with PSD95, indicating its presence at the post-synapse in both Wt (PCC = 0.810 ± 0.039) and aSyn Tg (PCC = 0.748 ± 0.075) primary neurons (Fig. 5B, D). In contrast, METTL3 did not co-localise with Syn1 in Wt (PCC: 0.489 ± 0.086) or aSyn Tg (PCC: 0.476 ± 0.050) primary neurons, indicating no noticeable localisation at the pre-synapse (Fig. 5B). A significant downregulation of METTL3 was observed at the post synapse in aSyn Tg mice compared with Wt mice (*p* = 0.018) (Fig. 5C). Similarly, we investigated the compartmentalisation of YTHDF1, which did not overlap with either Syn1 (PCC: Wt = 0.382 ± 0.090, aSyn Tg = 0.294 ± 0.065) or PSD95 (PCC: Wt = 0.310 ± 0.088, aSyn Tg = 0.280 ± 0.069) (Fig. 5B). The m6A eraser protein, FTO, was identified within the cell nucleus and in some cases, in the soma of primary neurons. No significant co-localisation of FTO was observed at the pre- (PCC, Wt = 0.468 ± 0.109, aSyn Tg = 0.488 ± 0.095) or post-synapse (PCC, Wt = 0.366 ± 0.063, aSyn Tg = 0.463 ± 0.081) (Fig. 5B).

Overall, we observed that the expression of METTL3 was reduced at the post-synapse in aSyn Tg primary neurons suggesting a possible loss of METTL3 at the synapse in neurons with aSyn pathology.

### Primary neurons from aSyn Tg mice have a greater number of synapses than Wt animals

Since we observed a reduction in the localisation of METTL3 at the synapse in aSyn Tg primary neurons, we wondered whether this has any influence on the synapse morphology and number, or vice versa. For this, we used primary cortical neurons and performed proximity analysis of the pre-and post-synaptic markers Syn1 and PSD95 respectively, using the IMARIS software (Imaris (RRID: SCR_007370)) and the data were analysed blindly to avoid bias (Fig. 6A). Our analysis revealed that the number of synapses in aSyn Tg primary neurons was significantly increased when compared with Wt neurons (Wt; mean = 2607 ± 763.1, aSyn Tg; mean = 3152 ± 1187, *p* = 0.044) (Fig. 6B).

**Fig. 6:**
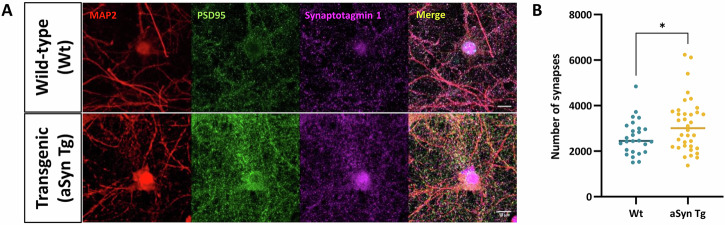
Increased number of synapses in aSyn Tg primary neurons when compared to Wt neurons. **A** Representative immunofluorescent images of DIV14 primary neurons stained with pre- (Syn1, magenta) and post-synaptic (PSD95, green) markers and MAP2 in red. Acquired at 63x magnification, airy scan mode. Scale bar = 10 µm. **B** Scatter plot for synapse counting for Wt and aSyn Tg mouse models with a significant reduction in the number of synapses (*, adj. p value = 0.044) in aSyn Tg primary neurons when compared with Wt. Three experiments were carried out for Wt and aSyn Tg neuronal cultures each and 10–12 frames per experiment were acquired for analysis.

## Discussion

The involvement of epitranscriptomics in PD is still not well understood. Previous studies have reported an increase in the levels of m6A at the 5’UTR in a drosophila model of Alzheimer’s disease, which suggests that increased m6A modification and altered activity of its associated proteins may play a role in the response of the brain to Aβ42^53^. However, since not much is known in the field of synucleinopathies, our objective in this study was to unravel the role of m6A RNA methylation in the A30P aSyn Tg mouse model of PD/synucleinopathy, in disease and physiological ageing.

Our findings revealed that 99.5% of the transcripts were differentially hypermethylated in 15 mo vs. 3 mo Wt mice suggesting that ageing might contribute to a significant increase in m6A methylation. This observation aligns with a recent study that has demonstrated an increase in m6A methylation during ageing in both mice and humans^35^. This indicates that the accumulation of m6A methylation marks might be a feature of ageing in the brain, potentially influencing various biological processes. It has also been shown that these epigenetic changes arise mainly in young and aged mice, while during the adolescent stage these genes are stabilised^54^. In contrast, when comparing 15 mo aSyn Tg mice with their 3 mo counterpart littermates, more transcripts were hypomethylated. This decrease in methylation with age in aSyn Tg mice might suggest that the loss of methylation might be related to aSyn expression or pathology, or a result of ageing. There is a possibility that the overexpressed aSyn is somehow interacting with the m6A regulators and inhibiting methylation. Previous studies have shown that the 6-hydroxydopamine rat PD model has significantly reduced m6A levels in the striatal brain region and in the cellular model of PD^55^. Similarly, a reduction in the total levels of m6A was also reported in the MPTP-treated PD mouse model and in MPP + -treated MN9D cells^56^.

The effect of aSyn expression was more directly studied in the comparison between 3 mo aSyn Tg and Wt mice. The increase in methylation suggests that aSyn expression may be linked to enhanced methylation activity in early life. However, in 15 mo aSyn Tg vs. Wt mice, we observed more hypomethylated genes, suggesting that A30P aSyn expression, and likely pathology, might interfere with the writing or erasing of methylation marks during ageing. Importantly, our results are in accordance with a recent publication suggesting that the levels of m6A are significantly lower in PD patients^46^.

Interestingly, based on GO term analysis, we found that differentially methylated transcripts were predominantly associated with synaptic function and that methylation was lost with ageing. Hypermethylation of transcripts involved in the synaptic processes might lead to an inhibition of mRNA translation and thereafter reduced functionality of the synapse^57,58^. As it has been observed that aSyn expression leads to hypomethylation during ageing, there is a possibility that this inhibition is alleviated and the translation of genes is recovered. Therefore, downregulation of methylation might retrieve synaptic function. This is particularly relevant as more than half of the causative genes and risk factors in PD have been identified to function at the synapse^59^ and this change in methylation pattern might indirectly affect the functioning of the synapse. Therefore, the increase in hypomethylated genes involved in synaptic processes suggests an increase in the proteins they encode for. Considering that different epigenetic mechanisms occur locally at the synapse; this underscores their potential importance in synaptic regulation^60^. Additionally, GO term analysis of the differentially expressed transcripts showed a strong enrichment in immune response-related pathways. Notably, m6A is implicated in the regulation of inflammation under physiological and pathological conditions, known as “inflammatory ageing”, or inflammaging. This is a chronic inflammatory state arising during ageing and it is characterised by an increase in pro-inflammatory factors such as tumour necrosis factor (TNF-α), interleukins (IL-1β and IL-6), and C-reactive protein (CRP), to name just a few^61^.

The assessment of total m6A methylation marks showed a significant reduction in the cortex of 12 mo aSyn Tg mice when compared with age-matched Wt mice. This suggests that the overall m6A methylation decreases in the ageing brain. This finding is consistent with recent studies that reported a predominant reduction in m6A methylation in the frontal cortex and cingulate cortex from PD patients^46,62^. In vitro studies have also reported a significant reduction in m6A levels in the cellular PD models^56^. Despite this, we observed similar expression levels of m6A regulatory proteins. However, our findings are consistent with those from a recent study reporting that the levels of YTHDF1 and FTO mRNA remain unchanged in PD. However, a reduction in the levels of METTL3 mRNA in PD patients was also reported in that study, in contrast to what we observed^46^. Some studies have also reported up-regulation of ALKBH5, IGF2BP2 in the substantia nigra while, YTHDF1 and fragile X mRNA (FMR1) were downregulated. In the striatum, an up-regulation of FMR1 and Cbl proto-oncogene like 1 (CBLL1) and down-regulation of METTL3, RBM15 and IGF2BP3 was observed^42^.

Although we found no significant differences in the levels of m6A regulatory proteins, we observed that these three proteins were present in the cortex, striatum, hippocampus, and cerebellum. Our findings are consistent with those from previous studies reporting that the m6A-methyltransferase complex, including METTL3, is predominantly found in the nucleus, but that it can also be localised in the cytoplasm^15,25,63^. Methylation generally occurs co-transcriptionally in the nucleus, while reader proteins occur largely at the cytosol, including YTHDF1^64^. FTO, on the other hand, is localised both in the nucleus and in the cytosol^65^. These observations suggest that an inhibitory factor affecting their function and aSyn aggregation is potentially playing a role. Previous studies have shown that aSyn binds to histone proteins, which may alter the protein surface due to post-translation modifications of histone tails, altering their affinity for DNA and other histones^66^. Another study showed that aSyn expression increases histone-H3 lysine-9 (H3K9) methylation, suggesting a possible interaction of aSyn with epigenetic writer proteins^67^. This could constitute a mechanism through which aSyn affects gene methylation, ultimately affecting synaptic functioning^68,69^.

Given that most of the hypermethylated genes were synaptic, we assessed the presence of these regulators at the synapse. Our findings suggest the presence of METTL3 at the post-synapse, indicating that the enzyme might be locally active at the synapse. The dynamic nature of m6A methylation may be localised to different regions within a cell, depending on the temporal requirements of the respective genes^70,71^. In another study, m6A regulatory proteins were found localised adjacent to the synapse and in the dendrites, also suggesting the sub-cellular localisation of m6A methylated mRNA which might lead to synaptic modifications^72,73^. Our findings revealed that the expression of METTL3 is reduced at the post-synapse in aSyn Tg DIV14 neurons, suggesting a possible loss of METTL3 at the post-synapse. Due to this reduction at an early stage, the nucleus might be sending hypermethylated transcripts to the dendrites to compensate for this loss. However, this may be lost during ageing. Based on our bioinformatics analysis, we observed that methylated transcripts associated with synaptic function were reduced in aSyn Tg mice with ageing. This suggests that a reduction in the m6A methylation in synaptic genes may be directly linked with the reduced METTL3 localisation at the synapse in aSyn Tg neurons. Additionally, our findings indicate a significant increase in synapse number in aSyn Tg mice, which suggests that this might be a compensatory mechanism to overcome the reduction in localisation of METTL3 at the synapse in aSyn Tg mice. We acknowledge some limitations of this study. For the m6A RNA sequencing, only male mice were used for consistency with our previous work. In addition, including female animals, would require assessing their oestrous cycle, and since we had a limited number of progenies, it was not feasible to include them in our study.

In conclusion, our study highlights the critical role of m6A RNA methylation in the progression of PD and its implications in ageing, particularly focusing on the A30P aSyn mouse model. Our findings indicate that aSyn expression/pathology may influence RNA methylation patterns, leading to reduced levels of m6A in mice. The differentially methylated transcripts were predominantly synaptic, indicating that m6A modifications play a crucial role in synapse physiology and potentially contribute to the synaptic dysfunction observed in PD^74^. Although we observed no significant changes in the levels of m6A regulatory proteins, the reduction in METTL3 at the synapse in aSyn Tg mice informs on the importance of subcellular compartmentalisation of these proteins in the regulation of RNA methylation. Therefore, our research provides new insights into the epigenetic mechanisms underlying PD and underscores the need for further exploration of m6A RNA methylation as a potential therapeutic target for PD and other related synucleinopathies.

## Methods

### Resource availability

#### Lead contact for reagent and resource sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Tiago F. Outeiro ().

### Experimental model and subject details

#### Animals

Five male homozygous [A30P] aSyn transgenic (aSyn Tg) mice (C57BL/6J-Tg(Th-SNCA*A30P*A53T) 39Eric/J under the Thy-1 promotor, Strain #:008239, RRID: IMSR_JAX:008239) and five wild type (Wt) (C57BL/6 J) littermates, 3 mo and 15 mo were included in this study for RNA sequencing and analysis, protein estimation, and imaging. Additional animals used for each experiment are mentioned in the respective section. Animals were housed in standard cages with 12 h light/12 h dark cycle and *ad libitum* access to food and water in the animal facility of the University Medical Centre Göttingen (Göttingen, Germany). Animal procedures were performed in accordance with the European Community (Directive 2010/63/EU); and institutional and national guidelines under the Lower Saxony State Office for Consumer Protection and Food Safety (LAVES) (license number 19.3213). Animals were anesthetised with carbon dioxide (CO_2_) and then sacrificed using cervical dislocation. For tissue processing, the brain was surgically extracted from the skull and was further dissected to isolate the cortex and midbrain. The tissue was snap-frozen in liquid nitrogen and preserved at −80 °C until use.

For the preparation of brain slices, the animals were perfused first with 1x phosphate buffer saline (PBS), followed by 4% paraformaldehyde (PFA). The whole brain was dissected out of the skull and placed overnight in 4% PFA at 4 °C. The following day, the brain was washed once with 1x PBS and then placed in 15% saccharose, and lastly in 30% saccharose with 0.1% sodium azide (NaN_3_). The brains were placed at 4 °C until use. Sagittal cryo-sections of 30 µm thickness were sectioned using a cryostat (Leica CM3050 S) for each mouse brain. The sections were placed in 1x PBS with NaN_3_ until they were used for immunohistochemistry (IHC) protocol.

### RNA extraction

For brain tissue, TRIzol reagent (Invitrogen, CA, USA) and ceramic beads (1.4 mm diameter ceramic beads, 91-PCS-CK14B, PEQLAB Biotechnologie, Germany) were added in vials with frozen tissue and homogenisation was performed with the Precellys 24 tissue homogeniser (Bertin Instruments) at 65 000 g for 2 × 30 s runs with a 30 s break in between. RNA isolation was performed with TRIzol reagent according to the manufacturer’s instructions. Briefly, 0.5 ml of TRIzol was added to the tissue samples and incubated for 5 min before homogenisation. After homogenisation, 0.1 ml of chloroform was added to each tube. The tubes were shaken vigorously and incubated at RT for 2–3 min. The tubes were centrifuged at 14,000 *g*, for 10 min at 4 °C. The top aqueous layer was carefully transferred to a fresh tube. Total RNA was then precipitated using Clean and Concentrator 5, Zymo research kit (Zymo Research, #R1014). Following RNA extraction and precipitation, RNA was dissolved in RNase-free water and concentration and quality were estimated with NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific, MA, USA) by measuring absorption at 260 nm and the ratios 260/280 nm and 230/280 nm respectively.

### MeRiP

Total RNA was treated with DNase to remove any DNA remnants and further, 5–10 µg of total RNA was depleted for rRNA using the RiboMinus Eukaryote Ribosomal Removal Kit (Invitrogen). The large RNA fraction (>200 bp) was fragmented to a fragment size of approximately 100–120 nt by RNA Fragmentation Reagent at 70 °C for 5 min (#AM8740, Thermo Fisher Scientific, Waltham, MA). 5% of this RNA sample was kept as inputs and the rest was subjected to immunoprecipitation (IP). 300 ng of fragmented RNA was used for each IP. 3 µg of anti-m6A antibody was incubated with the RNA IP buffer (0.2 M Tris-HCl pH 7.5, 0.5 M NaCl and 2% (vol/vol) Igepal CA-630) for 2 h at 4 °C with constant rotation. Antibody-RNA conjugates were incubated with 30 μl of Protein A/G beads overnight (ON) at 4 ˚°C with rotation in 500 μl IP buffer supplemented with 200 units. The beads with immunoprecipitated RNA were washed with IP buffer five times, and further washed with low-salt (50 mM Tris pH 7.4, 50 mM NaCl, 1 mM EDTA, 1, 0.1% NP-40, 0.1% SDS) and high-salt (same as low-salt but with 500 mM NaCl) buffers at 4 °C with rotation to remove any nonspecific binding. RNA was eluted by elution buffer with 6.7 mM m6A (in IP buffer). Eluted RNA was cleaned before proceeding to library preparation.

### Library preparation and sequencing

Samples were prepared for sequencing using the SMARTer Stranded Total RNA-Seq Kit v2 — Pico Input Mammalian (Takara) according to the manufacturer’s protocol. All the RNA obtained from the IP samples was used for library preparation, for input samples, 2 ng was used. The libraries were amplified for a total of 12 cycles for input and 16 cycles for IP samples. RNA-Seq samples were prepared with the TruSeq Stranded mRNA Library Prep Kit (Illumina) according to the manufacturer’s instructions for which, 50 ng of rRNA-depleted RNA from each of the inputs was used. Prepared libraries were sequenced in a Hiseq 2000 System (Illumina) for 50 cycles in single-end reads. Additional metadata is available via the GEO database (GSE275432).

### Bioinformatic analysis of MeRIP-seq and RNA-seq

Raw reads were processed and demultiplexed using bcl2fastq (v2.20.2), and low-quality reads were filtered out with Cutadapt v1.11.0^75^. Filtered reads were mapped to the mouse (mm10) genome using the STAR aligner v2.5.2b^76^. The resulting bam files were sorted and indexed, and the unmapped reads were removed using SAMtools v1.9.0^77^. Methylation sites were determined using MeTPeak v1.0.0^78^, and differential methylation (hypo-and hyper-methylated regions) was assessed with ExomePeak v2.16.0^79^ using 3 mo samples as control and 15 mo as a treatment for the first comparison and the second comparison, Wt samples were used as controls while aSyn Tg was used as treatment. An adjusted p-value (p-adj, also termed as FDR [false discovery rate]) cutoff of 0.05 and FC cutoff of 1.2 or 1.5 were used as indicated in the text. Only consistently significantly, differentially methylated peaks were used, unless indicated.

For RNA-seq analyses, read counts were obtained with subread’s featureCounts v1.5.1^80^ from the bam files of input samples. Differential gene expression was determined by DESeq2 v3.5.12^81^ using normalised read counts and correcting for covariates detected by RUVseq v1.16.1^82^. Cutoffs of p-adj ≤ 0.05, FC ≥ 1.2, and BaseMean ≥ 50 were applied to the results (Supplementary Fig. S1A, B). Background expressed genes were determined for each region as those genes with a BaseMean > 50 in the corresponding input sample.

Methylation sites were determined using MeTPeak 1.0.0^78^ and differential methylation was assessed with exomePeak 2.16.0^79^. To differentiate between hypo- and hypermethylated genes, an adjusted p-value (p-adj, also termed as FDR [false discovery rate]) cutoff of 0.05 and FC cutoff of 1.2 or 1.5 were used and only the consistently significantly differentially methylated peaks were used.

### GO analysis

GO term enrichment analyses were performed using the App ClueGO v2.5.3^83^ in Cytoscape 3.7.2^84^, with GO Term Fusion enabled to collapse terms containing very similar gene lists and using a custom background corresponding to expressed genes in the corresponding species as obtained from RNA-seq results of the corresponding input samples of the MeRIP experiments. GO term tables for biological processes, cellular components, pathways, and KEGG were produced and are labelled accordingly in the figures. The resulting enriched GO terms were visualised with a custom script using ggplot2 v3.3.5^85^ playing the adjusted p-value (p-adj) for the GO term, the number of genes from the list that belong to said term, and the percentage of the total genes in the GO term that are present in the list. Synaptic GO enrichment analyses were performed with SynGO (v1.1, syngoportal.org)^50^.

### Additional bioinformatics packages and tools

Scripts and analysis pipelines were written in R (3.5.2)^86^. Peak annotation was performed with Annotatr v1.8.0^87^. Guitar plots were produced with the Guitar v1.20.1^88^ R package. Volcano plots were generated with plot.ly/orca v4.9.4.1^89^. Area-proportional Venn diagrams were produced with BioVenn (www.biovenn.nl), and multiple list comparisons performed with Intervene/UpSet (asntech.shinyapps.io/intervene/). Mouse/human homologues were determined by their annotation in NCBI’s HomoloGene database using the HomoloGene (v1.4.68.19.3.27) R package. Odds ratios and p values to determine significance in overlapped datasets were calculated with the GeneOverlap R package v1.18.0^90^. Microscopy images were pre-processed with Fiji, and quantification was automated in Cell Profiler (cellprofiler.org)^91^. Graphs, heat maps, and statistical analyses were performed on GraphPad Prism version 9.3.1 for Mac.

### Neuronal cultures

Primary cortical neuronal cultures were prepared from both aSyn Tg and Wt mice as previously described^92^. Cells were seeded on coverslips coated with poly-L-ornithine (0.1 mg/mL in borate buffer; PLO) (Sigma-Aldrich, MO, USA) or culture plates (Corning, Merck, Darmstadt, Germany) for immunocytochemistry and maintained in neuronal cell culture medium (Neurobasal medium, Gibco Invitrogen, CA, USA), supplemented with 1% penicillin-streptomycin (PAN Biotech, Aidenbach, Germany), 0.25% GlutaMAX (Gibco Invitrogen, CA, USA), and 2% B27 (B-27™ Plus Supplement (50X), Gibco, #A3582801). The cells were maintained at 37 °C with 5% CO_2_, and one-third of the medium was replaced with fresh media every 3–4 days to replenish the nutrients.

### Immunocytochemistry

Primary neurons were washed with 1x PBS (PAN Biotech, Aidenbach, Germany) and fixed with 4% of PFA for 20 min at room temperature (RT). The cells were permeabilized with 0.1% Triton X-100 (Sigma-Aldrich, MO, USA) for 10 min and then blocked with 1.5% normal goat serum (NGS) in 1x PBS (Sigma-Aldrich, MO, USA) for 1 h at RT. The cells were then incubated with the primary antibodies diluted in blocking solution (FTO (mouse, Abcam – ab92821, 1:1000), METTL3 (rabbit, Cell Signalling - #96391S^93^, 1:1000, RRID: AB_2800261), YTHDF1 (rabbit, Proteintech 17479-1-AP, 1:1000), MAP2 (rabbit, Proteintech – #17490-1-AP, 1:1000), postsynaptic density protein 95 (PSD95) (mouse, Synaptic systems 124011, 1:1000), PSD95(D74D3) (rabbit, Cell Signalling - #3409, 1:1000), synaptotagmin 1 (Syn1) (mouse, Synaptic systems - #105311, 1:1000) synaptotagmin1 (rabbit, Synaptic systems – 105102/3, 1:1000)) overnight at 4 °C, with constant shaking at a speed of 40–50 rpm. The following day, cells were washed three times for 10 min each with 1x PBS (PAN Biotech, Aidenbach, Germany) and then incubated with fluorescently conjugated secondary antibodies (Alexa Fluor 488 donkey anti-mouse IgG – Invitrogen, Alexa Fluor 488 donkey anti-rabbit IgG - Invitrogen, Alexa Fluor 555 donkey anti-mouse IgG – Invitrogen, Alexa Fluor 555 donkey anti-rabbit IgG – Invitrogen, Alexa fluor 633 goat anti-chicken IgG – Invitrogen, all with a dilution of 1:1000) for 2 h at RT, on a shaker at 40–50 rpm. Lastly, nuclei were counter-stained with DAPI (Carl Roth, Karlsruhe, Germany) and mounted on glass slides (Epredia™ SuperFrostPlus™ Adhesion) with mounting media (Invitrogen™ Fluoromount-G™) for microscopy.

### Immunohistochemistry

The free-floating tissue was carefully transferred from PBS and NaNH_3_ to 1x tris-buffered saline (TBS) in a 24-well plate with immunohistochemistry (IHC) grids. The tissue was washed three times for 5 min each with 1x TBS to remove the remnants of NaN_3_. Following this, tissue antigen retrieval was performed using citrate buffer (10 mM citrate, 0.05% Tween 20, pH 6.0) at 90 °C for 30 min in a water bath. The tissue samples were allowed to cool down for 20 min or until they reached RT. Tissue sections were washed thrice for 10 min each with 1x TBS and then incubated with 0.3% Triton X-100 for 20 min. Without washing, the tissue slices were incubated directly in a blocking solution (5% BSA, and 1% NGS in 1x TBS) for 2 h at RT. The tissue sections were then incubated for 48 h with antibodies diluted to1:200 in blocking solution (FTO (mouse, Abcam – ab92821, 1:1000), METTL3 (rabbit, Cell Signalling - #96391S, 1:1000), YTHDF1 (rabbit, Proteintech #17479-1-AP, 1:1000), MAP2 (rabbit, Proteintech – #17490-1-AP, 1:1000)) at 4 °C, on a shaker. The following day, tissue sections were washed thrice for 10 min each with 1x TBS at RT. Afterwards, the tissue sections were incubated in secondary antibody at a dilution of 1:400 (Alexa Fluor 488 donkey anti-mouse IgG – Invitrogen, Alexa Fluor 488 donkey anti-rabbit IgG - Invitrogen, Alexa Fluor 555 donkey anti-mouse IgG – Invitrogen, Alexa Fluor 555 donkey anti-rabbit IgG – Invitrogen, Alexa fluor 633 goat anti-chicken IgG - Invitrogen) overnight at 4 °C on a shaker. The following day, the tissue was washed thrice for 10 min each with 1x TBS to remove the unbound secondary antibody. The tissue sections were incubated for 10 min in DAPI (Carl Roth, Karlsruhe, Germany) followed by one 10 min wash with 1x TBS. The tissue sections were then mounted onto glass slides (Epredia™ SuperFrostPlus™ Adhesion) and left to dry completely away from the light, at RT. 8–10 µl of mounting media (Invitrogen™ Fluoromount - G™) was applied as a drop onto each section on the glass slide and a glass coverslip (Avantor, 631-0147, 0.16-0.19 mm thickness, #1.5) was carefully placed on the tissue avoiding air bubbles.

### Western blots

Cortical brain tissue was extracted from three adult mice per age group (age group 2 mo, 6 mo and 12 mo) from each Wt and aSyn Tg mice. The tissue from adult mice was lysed using homogenisation beads (1.4 mm diameter ceramic beads, 91-PCS-CK14B, PEQLAB Biotechnologie, Germany) in RIPA buffer (50 mM Tris, pH 8.0, 0.15 M NaCl, 0.1% SDS, 1.0% NP-40, 0.5% Na-Deoxycholate, 2 mM EDTA) supplemented with protease and phosphatase inhibitors cocktail (cOmplete™, Mini Protease Inhibitor Cocktail, Roche). The homogenisation was performed in Precellys 24 tissue homogeniser (Bertin Instruments) at 65,000 × *g* for 2 × 30 s runs with a 30 s break in between. Protein concentrations in the lysates were determined by the BCA protein assay (Pierce Biotechnology, #23225) following the manufacturer’s protocol. The spectrophotometric recordings were performed using a plate reader (Tecan, Infinite® M200 pro) at 562 nm. Volume required for 20 μg of protein per sample was calculated and Laemmli sample buffer (250 mM Tris-HCl pH 6.8, 10% SDS, 1.25% Bromophenol Blue, 5% ß-mercaptoethanol, 50% glycerol) was added accordingly (1:5 dilution of Laemmli: protein). The proteins were denatured for 5 min at 95 °C, with 600 rpm in a thermal shaker. The samples were loaded on a 12% SDS-PAGE electrophoresis gel and separated at 120 V for approximately 1 h. The proteins were then transferred to PVDF membranes (iBlot2 Transfer Stack, PVDF, Life, #IB24002X3) using iBlot2 (Invitrogen, CA, USA) using the P0 protocol for 7 min. Membranes were blocked with 5% BSA (Sigma Aldrich, #AG9418) in TBS (pH 8) with 0.05% Tween-20 (TBS-T) and then incubated separately with the primary antibodies for FTO (mouse, Abcam – ab92821, 1:5000), METTL3 (rabbit, Cell Signalling - #96391S, 1:1000), YTHDF1 (rabbit, Proteintech #17479-1-AP, 1:2500) overnight in 5% BSA (Sigma-Aldrich, MO, USA), and positive control GAPDH (GAPDH (14C10) rabbit, Cell Signalling, #2118, 1:10000) in TBS-T at 4 °C. After three washes with TBS-T, membranes were incubated for 2 h with horseradish peroxidase (HRP) conjugated secondary antibodies (Cytiva sheep anti-mouse IgG, 1:8000 dilution, Cytiva donkey anti-rabbit IgG, 1:8000 dilution). Following incubation, membranes were washed three times with TBS-T for 10 min each and developed in a chemiluminescence system (Fusion FX Vilber Lourmat, Vilber, France) using chemiluminescent HRP substrate (Millipore, MA, USA). Intensities of specific bands were normalised to a protein loading control.

### m6A fluorescence ELISA

m6A RNA methylation ELISA (m6A RNA methylation, Abcam, #ab233491) was used for the detection of m6A RNA methylation in the cortical brain and midbrain tissue from young, 3 mo and aged, 12 mo/15 mo Wt and aSyn Tg mice. For this experiment, we used cortical mouse brain tissue from Wt mice each at 3 mo and 12 mo (six 3 mo and six 12 mo), and aSyn Tg mice (six 3 mo and five 12 mo). Midbrain tissue was used from Wt mice (three 3 mo and four 15 mo) and aSyn Tg mice (five 3 mo and four 15 mo). This protocol ensures that the total m6A methylation is measured in both mRNAs and other ncRNAs (tRNA, rRNA and snRNA). The protocol was performed according to the manufacturer’s protocol. Briefly, total RNA isolated from the tissue was added to bind to the assay wells. The wells were then washed to remove the unbound RNA and diluted capture antibody was added to the wells. Unbound capture antibody was washed out with multiple washing steps. Diluted detector antibody was then added along with fluoro-enhancer. The wells were washed again and incubated with fluoro developer mixture to initiate the fluorescence reaction. The fluorescence was then measured at 590 nm using plate reader (Tecan, Infinite® M200 pro).

### Microscopy

Images of the immunofluorescence-stained neurons for three experiments in total, and capturing at least 10 regions of interest per experiment, and brain tissue were acquired using a confocal microscope ZEISS LSM900. The images for the neuronal cell culture were acquired as a Z-stack using 63x magnification with Airyscan mode. Brain slices were imaged at 40x magnification, with tiles in confocal mode of acquisition.

## Statistical analysis

The cell culture images for m6A regulators and their colocalization at the synapse were analysed using FIJI with the plugin JaCoP, while the synapse counting was performed using IMARIS. IMARIS analysis was performed following the protocol from the Queensland Brain Institute. The protein signals were further classified inside the dendritic or outside using membranes based on the MAP2 signals. The signals were then divided into four groups, representing PSD95 inside the neuron, PSD95 outside the neuron, Synaptotagmin1 (Syn1) inside the neuron and Syn1 outside the neuron. When the distance of the signal for PSD95 inside the neuron was at <500 nm from the signal for Syn1, it was considered a synapse. Colocalisation of synaptic markers with m6A regulators was estimated using Pearson’s correlation coefficient (PCC) estimated using the JaCoP plugin in ImageJ, FIJI. All IHC images were also analysed for their expression levels using FIJI software. Data analysis was performed using the GraphPad for Windows (GraphPad Software version 9, La Jolla California USA, https://www.graphpad.com) and JMP statistical analysis software. For group comparisons, one-way ANOVA with Tukey-Kramer’s test was used, while comparisons of two groups of means were done with an unpaired student’s t-test. All data are expressed as mean ± SD. Differences are considered significant with *p* < 0.05 (*p < 0.05, **<0.01, ***<0.001).

## Supplementary information

Supplementary Data.

## Data Availability

The datasets used and/or analysed during the current study are available from the corresponding author upon reasonable request. All raw data files for MeRIP-seq are available on the GEO database (GSE275432). To review GEO accession GSE275432 on https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE275432, enter token otebmkqmxdkrlot into the box.

# Supplementary material for: The epitranscriptomic m6A RNA modification modulates the synapse in ageing and in a mouse model of synucleinopathy
**Source:** NPJ Parkinsons Dis. 2026 May 6;12:117. doi: 10.1038/s41531-026-01362-3
**Supplement:** Supplementary file 1 — Supplementary Data.

Supplementary Data

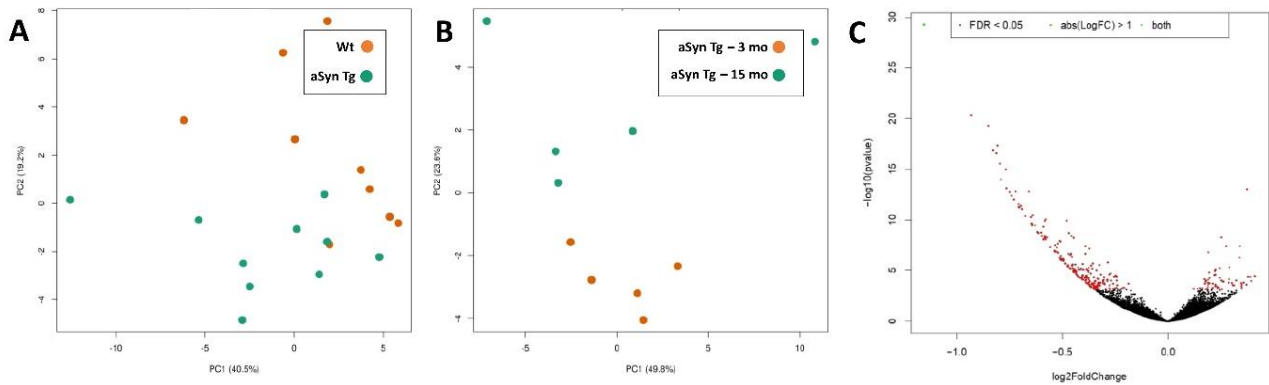

Supplementary Figure S1. Gene expression analysis in aSyn Tg and Wt mice. (A) Principal component analysis (PCA) plot of total Wt vs. aSyn Tg mice (PC1 = 40.5%, PC2 = 19.2%). (B) PCA plot of aSyn Tg – 3 mo and 15 mo mice, showing a clear segregation (PC1 = 49.8%, PC2 = 23.6%). (C) Volcano plot showing that the expression of most of the genes is down regulated in aSyn Tg mice, due to ageing (FDR < 0.05, $\text{abs}(\log\text{FC}) > 1$), aSyn Tg 15 mo vs. 3mo.

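Over all 19 input libraries the first principal component held 38% of the variance and the second 16.3%. The libraries did not separate by genotype on the first component, whose extreme was aSyn Tg 15 mo library 5 (22.3), the library with the fewest reads. Wt 15 mo library 3 (-7.99) lay among the Wt 3 mo libraries (-9.78 to -4.1), apart from the other Wt 15 mo libraries (-2.96 to 12.3), and it also had the highest Tph2 of its group. The genes entered as log2 CPM of the 500 most variable genes. With all genes past the filter the first component held 24.5%.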

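Within the 10 aSyn Tg input libraries the ages separated on the second principal component, where 15 mo libraries scored 0.84 to 12.2 and 3 mo libraries -8.71 to -4.2. That component held 25% of the variance. The first, with 43.9%, spread the old mice from -17.2 to 20.5 and the young from -5.1 to 6.92, so it describes differences among old mice more than age. With a variance stabilizing transformation the first component held 56.5%, and with all genes past the filter 37.3%.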

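In the authors' deposited table for aSyn Tg 15 mo against 3 mo, the log2 fold changes have the opposite sign to the group means of the library values beside them. C4b has a log2 fold change of -1.15 in the authors' deposited table, while its normalized values are higher in old mice. The authors' deposited log2 values were set against the log2 ratio of the group means, 15 mo over 3 mo. Over 11005 genes with a mean count of at least 50 the correlation was -0.717, and 75.9% of them had opposite signs. Of 270 genes with an adjusted p of at most 0.05 in the authors' deposited table, 211 had higher and 59 lower library values at 15 mo. In the authors' deposited table of the 15 mo genotypes Thy1, whose promoter drives the transgene, stands at -2.30, with library values higher in aSyn Tg mice.

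Only 1 gene of the authors' deposited table for this comparison passed an adjusted p of 0.05 with an absolute log2 fold change above 1.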

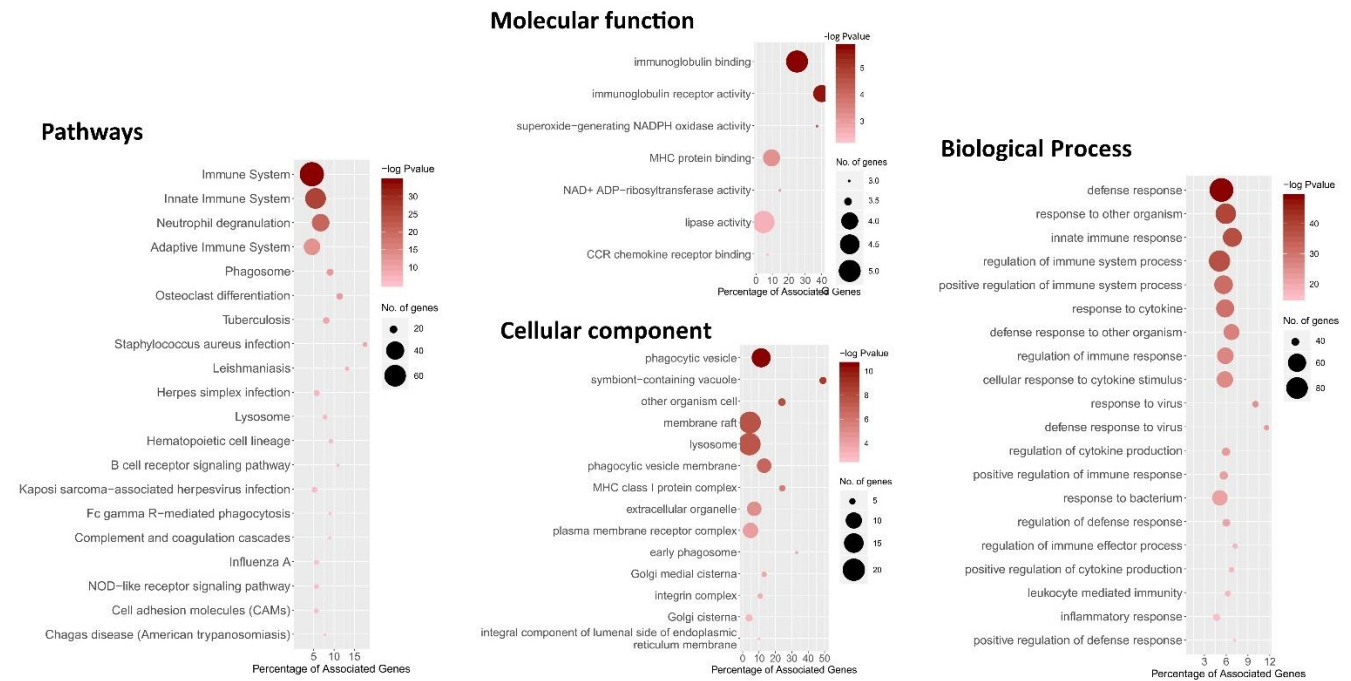

Supplementary Figure S2. Differentially expressed gene pathways in aSyn Tg 15 mo vs. 3 mo. GO

term analysis comparing the enrichment of pathways, molecular functions, cellular components, and biological processes of differentially methylated genes. Most pathway enrichment was observed in immune system and immune response linked pathways including – immunoglobulin binding, phagocytic vesicle, defense response and innate and adaptive immune response, FC > 1.2, FDR = 1.5.

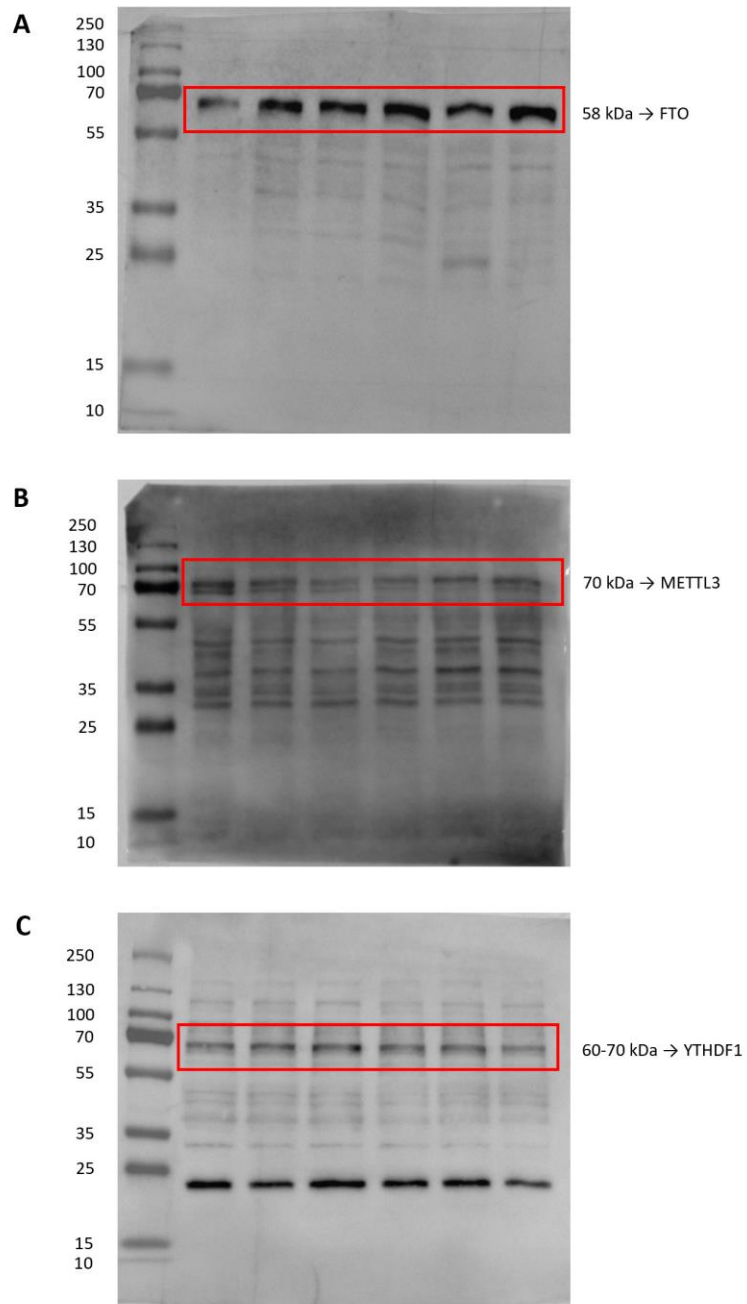

Supplementary Figure S3. Raw Western blot membranes for the assessment of m6A regulators FTO (A), METTL3 (B), and YTHDF1 (C) from Wt and aSyn Tg mouse brain tissue. These results have been elaborated in figure 3 in the main text.

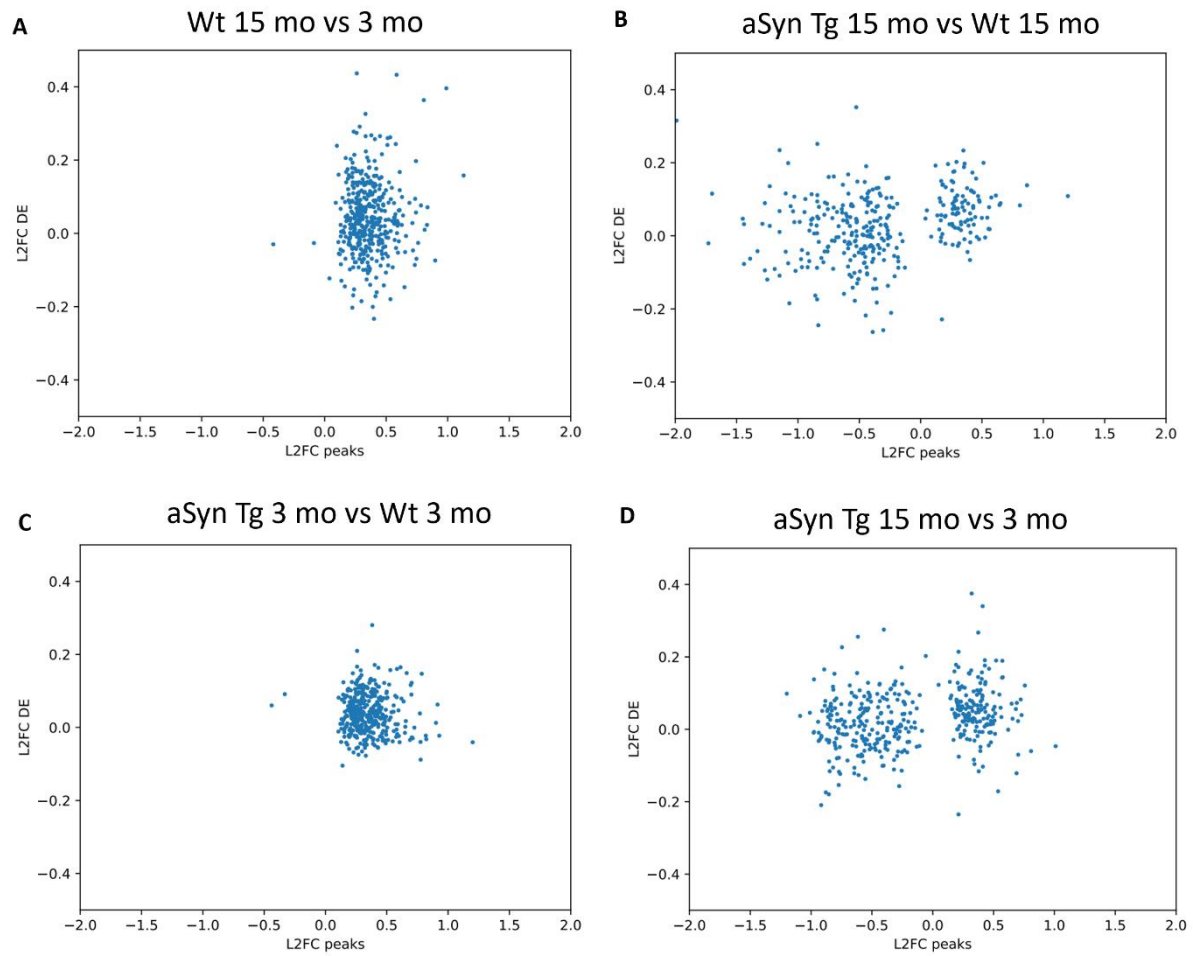

Supplementary Figure S4. No correlation was observed between the m6A peaks and mRNA levels when compared in (A) Wt 15mo vs 3 mo, (B) aSyn Tg 15 mo vs Wt 15mo, (C) aSyn Tg 3mo vs Wt 3mo, and (D) aSyn Tg 15 mo vs 3 mo.

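Few genes changed both in mRNA and in m6A. With age in Wt mice 4 genes were called in both, where 1.26 would be expected (6239 genes with a peak and an expression test, Fisher's exact p = 0.0349): Capn15 (mRNA -0.33, m6A in the authors' deposited table 0.51), Gal3st1 (-0.63, 0.99), the astrocyte channel Kcnj10 (-0.31, 0.29) and the neuropeptide gene Vgf (-0.38, 0.33). In aSyn Tg mice Kcnj10 (-0.44, and 0.32 in the authors' deposited table) was the 1 gene in both, with 2.61 expected. Between genotypes at 3 mo, with the m6A value of the authors' deposited table second, 3 genes, among them Calr (-0.31, 0.38) and Thy1 (2.53, 1.73 over 3 peaks), were in both where 0.62 would be expected (Fisher's exact p = 0.0223), and at 15 mo 2 genes, among them Thy1 (2.48, 0.96 over 2 peaks), where 0.406 would be (Fisher's exact p = 0.0592).

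The overlap counts genes and takes no account of direction. With age in Wt mice 304 of 305 transcripts with differential m6A were hypermethylated, so the m6A direction of the genes in both was given beforehand. Input reads also enter both the mRNA and the m6A value. Between genotypes, reads of the transgene cassette can raise both values of Thy1, so the excess over the expected number may come from the construct.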

How the deposited data were processed for this re-analysis (not part of the article)

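RNA was measured in midbrain of male Wt and aSyn Tg mice at 3 mo and 15 mo, as input and m6A immunoprecipitated libraries. The labels list 40 samples, 5 input and 5 immunoprecipitated for each of 4 groups. Of the input samples, 19 libraries were used, 4 for Wt at 3 mo and 5 for each other group. The immunoprecipitated samples enter only through lists of peaks made by the authors, and their reads were not used here.

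For the RNA, the paper describes rRNA depletion with RiboMinus, a SMARTer Pico kit for the immunoprecipitated samples and their inputs, and a TruSeq stranded mRNA kit for the RNA-seq of the inputs, while the labels name a TruSeq small RNA kit. The authors trimmed reads with Cutadapt, aligned them with STAR to mm10, counted them with featureCounts and tested them with DESeq2 and RUVseq. The number of RUVseq factors is not given in the sources used here, and the processing notes of the labels name mm9. The signal values per library that the authors deposited are these counts divided by a size factor, separately in each table. The log2 fold changes and the adjusted p-values of RNA in the authors' tables come from their own DESeq2 comparisons. For m6A, the fold enrichment of a peak that the authors deposited is the ratio of immunoprecipitated to input reads over the libraries of a list, from MeTPeak or exomePeak. The log2 fold change and FDR of a differential peak are those the authors computed with exomePeak, with 3 mo and Wt as controls, and the authors also give each peak a p-value and a score, the log10 of its p and FDR.

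The values of a library are multiples of a step, the inverse of its size factor, so dividing by the step returns the reads. This was done in 53 columns and gave whole numbers for 100% of values at a tolerance of 0.01. A further 4 columns were not used. The tables were normalized separately, and after the reads were recovered each library was scaled again from its own reads. The design had assumed raw counts from 5 mice per group, so the test was kept and run on the recovered counts with 4 mice in Wt at 3 mo.

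Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (TMM, quasi-likelihood test, Benjamini-Hochberg adjustment) on genes with a mean normalized count of at least 50, at an adjusted p of at most 0.05 and a fold change of at least 1.2. The interaction of genotype and age was fitted to all 4 groups. Alternatives used DESeq2 1.42.0, limma 3.58.1 (voom), other scalings and filters, 1 or 2 factors of unwanted variation estimated from residuals, all 4 groups in a single fit, the authors' deposited p-values, and each library left out in turn. A set of 41 gene lists covers cell types, neighbouring brain regions and pathways. Their shift was tested with camera of limma at a correlation of 0.01 and with an estimated one. Counts of list members are given adjusted over all genes and adjusted over the list alone. Principal components used the 500 genes with the highest variance of log2 CPM with a pseudocount of 1. Each test was checked on simulated data before it was run. The mean count limit of 50, at a depth of 2163856 to 9195756 reads per library, keeps the tests to genes of moderate expression.

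Peaks were analysed in Python 3.11.15 with pandas 2.3.3, SciPy 1.17.1 and NumPy 2.4.6, and plots were drawn with matplotlib 3.10.9. Differential peaks were kept at an FDR of at most 0.05 and a fold change of at least 1.2, with a tolerance of 0.005 on the rounded log10 FDR. Lists were tested against all genes with a peak in either group of a comparison, with Fisher's exact test. Correlations with expression used 100000 permutations. The centre of each peak was placed on 1 transcript per gene of GENCODE M21, with a window of 200 nt around the stop codon.

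The genes named in the text follow a rule written before the data were examined. They are each gene the paper names, the 6 with the largest rise and the 6 with the largest fall among the genes called in each comparison of expression, the same for m6A, the 4 called members of each list with the smallest adjusted p in each direction, and the 4 members of the synaptic lists with the largest m6A change in each direction. Genes known only by a number may be left out. Genes outside this rule are marked where they are named, and some genes that meet it are not reported here. The comparisons, tests, lists and alternatives were also set before the data were examined, except the alternatives marked as added. The ELISA, western blot and imaging measurements of the paper were not analysed here.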

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

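The tests of a feature shared by 2 comparisons and of age and genotype each raising m6A were chosen after the results were seen, and the others before.

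Of 84 groups of values examined for a library standing apart from its group, 8 had one, where chance gives about 1 in 20. The lowest Alkbh5 in Wt mice at 3 mo was 120 CPM with the next at 129, and the highest Ythdf2 there was 41.9 with the next at 39.7. Wtap had 1 high library in Wt at 15 mo (31.9, next 25.7), in aSyn Tg at 3 mo (31.2, next 26.5) and in aSyn Tg at 15 mo (40.9, next 27). The lowest Ythdf1 in Wt at 15 mo was 44.1 (next 49). Thy1 reached 2570 CPM in 1 aSyn Tg library at 15 mo (next 1620). Library 5 of aSyn Tg at 15 mo had 2163856 reads where the next had 4648707.

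The effect of age differed between the genotypes for Pisd-ps1, by 1.09 in log2 (SE 0.17, edgeR interaction, adjusted p = 0.0153). It was at 15.9 ± 1.92 CPM (SD, n = 5) in young aSyn Tg mice, 37.5 ± 4.39 (n = 5) in old ones, and 42.6 ± 9.1 (n = 4) and 45.8 ± 3.25 (n = 5) in young and old Wt mice. Pisd-ps1 is a pseudogene, so reads of related copies can be counted under it.

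The paper does not report 3 comparisons among the deposited tables. Between aSyn Tg at 15 mo and Wt at 3 mo, 558 transcripts had differential m6A by the authors' deposited table, with 482 gained, 67 lost and 9 mixed. Between Wt at 15 mo and aSyn Tg at 3 mo there were 85 by the authors' deposited table, 49 gained and 36 lost. Over both ages together, 77 genes had an adjusted p of at most 0.05 in the authors' deposited table of aSyn Tg against Wt, among them Thy1 at 2.04, where the sign follows the library values.

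Nearly all differential m6A peaks were gained in both comparisons against Wt mice at 3 mo. If age and genotype each raised m6A, most changes with age in aSyn Tg mice would be gains, and 34.8% were (95% interval 29.9% to 40.1% over transcripts, not mice). The losses in that list may come from a feature of the aSyn Tg 15 mo group, weighed below. The share of gains therefore cannot decide whether age and genotype each raised m6A. Over all genes with a peak in both groups, the median log2 fold enrichment was higher with age by 0.129 in aSyn Tg and 0.115 in Wt mice and higher in aSyn Tg than in Wt mice by 0.0419 at 3 mo and 0.0652 at 15 mo, so a small rise with each over all peaks stays open. Old Wt and young aSyn Tg mice, compared directly, differed at 90 peaks, 50 gained and 40 lost, a ratio of 0.323 to the 279 peaks of the smaller comparison against Wt at 3 mo, so a feature of the Wt 3 mo libraries common to both may account for part of the gain. A weaker immunoprecipitation of equal size at every peak stays open, since after centring 53% of the gained genes in the age comparison and 79.1% in the genotype comparison passed the fold change limit. Of the transcripts past the limit after centring, 161 of 162 and 200 of 204 were still hypermethylated. The lists hold only peaks called before centring, so losses that centring would reveal cannot appear in them. The reads of those libraries were not used here, and a difference in the mice of that group cannot be told apart from one in their libraries.

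In both comparisons of aSyn Tg mice at 15 mo, m6A was lost mainly at weakly enriched peaks. The median input count of genes that lost peaks was 1.24 times that of genes that gained with age (95% interval 0.883 to 1.63). Between genotypes it was 1.14 times (0.869 to 1.46). These counts are means of normalized values over the input libraries of all groups, so they compare how strongly the genes are expressed. They cannot show the input depth of a single group, so lower input depth in the aSyn Tg 15 mo group stays open. The 90 peaks of the direct comparison without this group are 0.288 of the 313 between genotypes at 15 mo, so a feature of the aSyn Tg 15 mo group may take part. A steeper enrichment in that immunoprecipitation stays open, with Spearman's rho between difference and mean of 0.2 (0.179 to 0.219) with age and 0.0824 (0.0631 to 0.101) between genotypes. Whether the feature lies in the mice, their disease or the libraries was not tested.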

How the results depend on the processing

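Limma on the log2 of the authors' normalized values, the libraries left out of the interaction, lists and components, and peak positions from single-block peaks were chosen after seeing the data. The counts of differentially expressed genes moved with the setting, in the order aSyn Tg with age (101), Wt with age (39), genotype at 3 mo (95), genotype at 15 mo (23) and the interaction (1). DESeq2 called 159 (131 up, 28 down), 118 (61, 57), 87 (65, 22) at 15 mo and 23 (19, 4) for the interaction. With 1 factor of unwanted variation there were 181 (132, 49) and 155 (88, 67) with age, 41 (33, 8) between genotypes at 15 mo and 11 (7, 4) for the interaction. With 2 factors there were 257 (188, 69), 464 (262, 202), 223 (167, 56) and 95 (63, 32), and with DESeq2 and 1 factor 166 (125, 41), 178 (109, 69) and, at 15 mo, 108 (73, 35). A single fit of all 4 groups gave 80 (24, 56) in Wt, 13 (3, 10) at 3 mo and 101 (72, 29) at 15 mo. Without the filter on low counts there were 256 in aSyn Tg, 162 at 3 mo and 41 at 15 mo, and with filterByExpr 210 in aSyn Tg. At a fold change of at least 1.5 there were 65 in aSyn Tg and 12 in Wt, limma voom called 63 (41, 22) at 3 mo, and the authors' deposited fold changes, with their sign turned to that of the library values, and p-values, adjusted again over the genes kept by the filter, gave 82 (42, 40) in Wt and 98 (60, 38) at 15 mo. The cause was not tested. The lowest library depth, 2163856 reads, limits calls at weakly expressed genes.

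With 1 library left out, the counts ranged over 54 to 134 in aSyn Tg with age, 1 to 334 in Wt with age, 29 to 164 at 3 mo, 11 to 42 at 15 mo and 0 to 20 for the interaction. The extremes came without aSyn Tg 3 mo library 4 and aSyn Tg 15 mo library 5, Wt 3 mo library 4 and Wt 15 mo library 3, Wt 3 mo library 2 and aSyn Tg 3 mo library 6, Wt 15 mo library 2 or aSyn Tg 15 mo library 4 and Wt 15 mo library 3, and, for the interaction, aSyn Tg 15 mo library 2 or 3 or aSyn Tg 3 mo library 4 and aSyn Tg 15 mo library 6.

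The replicate block, with the library numbers that both groups of a comparison have in the tables, called 43 genes (34 up, 9 down) in aSyn Tg with age, 4 (0, 4) in Wt with age, 46 (36, 10) at 3 mo, 39 (34, 5) at 15 mo and, over the numbers of all 4 groups, 3 (3, 0) for the interaction. Same-numbered libraries did not all deviate together, with correlations of -0.0781, 0.157, -0.123 and 0.151 in aSyn Tg with age, 0.0586, -0.284, -0.0937 and 0.0344 in Wt with age, -0.116, 0.0483 and -0.214 at 3 mo and 0.172, 0.329, 0.209 and -0.0452 at 15 mo. In each comparison not every library correlated best with its own number, so the numbers are not taken to pair the mice, and those of the aSyn Tg columns are not all in the labels. With the block 12 gene lists shifted at 3 mo. No paired analysis was possible for m6A because the lists hold no values per library.

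The number of gene lists shifted, 19, 17, 7 and 24 in the order above, fell with an estimated correlation to 10, 0, 2 and 7, and with 1 factor of unwanted variation it was 13 for the genotypes at 3 mo. With 1 library left out it ranged over 18 to 23, 13 to 18, 7 to 13 and 22 to 27. At 3 mo it was 12 without Wt 3 mo library 3, 11 without Wt 3 mo library 4 and 13 without aSyn Tg 3 mo library 6. The first principal component of all libraries (38%) held 24.5% with all genes past the filter, and that of aSyn Tg mice (43.9%) held 56.5% with a variance stabilizing transformation and 37.3% with all genes. With 1 library left out, the first and second components ranged over 31.3% to 40.6% and 15.7% to 20.6% for all libraries and 44.3% to 47.9% and 16% to 26.5% for aSyn Tg mice.

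For methylated transcripts, restricting to a mean count of at least 50 gave 152 only in Wt at 3 mo, 152 only in Wt at 15 mo, 98 only in aSyn Tg at 3 mo, 85 only in aSyn Tg at 15 mo and 72 in both genotypes only at 15 mo. Counting peaks by position at 1 shared base gave 935, 1003, 657, 550 and 338 for the same sets, 176 only in aSyn Tg at both ages and 9951 in all 4 groups. At 50% reciprocal overlap these were 2124, 2172, 1881, 1824, 594 and 547, without a change beyond 1.5 times for the peaks in all 4 groups. The median log2 difference of fold enrichment with age in Wt was 0.106 with the mean per gene, and rho was 0.851 in aSyn Tg and 0.831 in Wt mice over peaks in all 4 groups.

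Among differentially methylated transcripts, a fold change of at least 1.5 gave 124 (13 hyper, 111 hypo) in aSyn Tg with age, 34 (34, 0) in Wt with age, 35 (33, 2) at 3 mo and 113 (8, 105) at 15 mo. An FDR of at most 0.01 gave 177 (57, 119), 194 (194, 0), 146 (145, 1) and 184 (44, 139), and one of at most 0.001 gave 88 (23, 65), 107 (107, 0), 87 (86, 1) and 104 (21, 82). Centred fold changes gave 64 hypermethylated in aSyn Tg with age and 162 (161 hyper) in Wt with age. Without a fold change limit there were 2 hypomethylated in Wt with age and 380 hypermethylated at 3 mo. Of the synaptic lists past the threshold, a fold change of at least 1.5 left 1 of 4 in aSyn Tg with age (hypo), 0 of 2 in Wt with age (hyper), 0 of 3 at 3 mo (hyper) and 0 of 1 at 15 mo (hypo).

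For the named genes, 2179 of 2301 results under settings fixed in advance were the same, 90 lost their call, 31 moved and 1 gained a call. With 1 library left out 245 of 1901 lost their call and 65 moved. For single gene lists 390 of 471 were the same, 52 weaker, 20 stronger and 9 moved, and for single synaptic lists 69 of 80 were the same and 9 weaker, while synapse organisation genes with gained m6A passed in Wt mice with age (adjusted p = 0.0345) and at 3 mo (adjusted p = 0.026) against all genes with a mean input count of at least 50. In all 24 settings of m6A against expression each coefficient stayed on its side of the threshold, while its size changed, to r = -0.23 and rho = -0.213 in aSyn Tg with age when the authors' deposited log2 fold changes of RNA were used with their sign turned to that of the library values, and to r = 0.436 at 3 mo and 0.114 at 15 mo with the mean count limit. With the authors' normalized values 149 of 159 results for named genes were the same, and peak positions from single-block peaks were the same in 16 of 16.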

Differences from the paper's values

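None of the tests in this part was chosen after the result was seen. The paper's stated limits, an adjusted p of at most 0.05, a fold change of at least 1.2 and a mean count of at least 50, were used for each count of genes, and the same FDR and fold change for peaks.

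The paper gives 270 differentially expressed genes with age in aSyn Tg mice, against 101 here. With filterByExpr (210), no filter (256), 1 factor of unwanted variation (181) or 2 (257) the count is within 1.5 times the paper's. It is not with DESeq2 (159), DESeq2 and 1 factor (166), all 4 groups in a single fit (122), limma voom (106), RLE scaling (100), upper quartile scaling (103), no fold change limit (104), a fold change of at least 1.5 (65), the replicate block (43) or the authors' deposited p-values adjusted again over the genes kept (112). By the authors' deposited table 270 genes have an adjusted p of at most 0.05 when neither the fold change nor the mean count limit is used, and 112 with both.

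For age in Wt mice the paper gives 79 genes, against 39 here. DESeq2 (118), no filter (57), all 4 groups in a single fit (80), limma voom (56) and the authors' deposited p-values adjusted again over the genes kept (82) are within 1.5 times. RLE (35) and upper quartile scaling (40), filterByExpr (52), no fold change limit (40), a fold change of at least 1.5 (12), 1 factor (155), 2 factors (464), DESeq2 and 1 factor (178) and the replicate block (4) are not. The authors' deposited table has 79 genes at an adjusted p of at most 0.05 alone, and 59 with the fold change and mean count limits as well.

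Between genotypes at 15 mo the paper gives 142 genes, against 23 here. Using 2 factors (95), DESeq2 and 1 factor (108), all 4 groups in a single fit (101) and the authors' deposited p-values adjusted again over the genes kept (98) come within 1.5 times. DESeq2 (87), RLE (20), upper quartile (27), filterByExpr (32), no filter (41), no fold change limit (23), a fold change of at least 1.5 (22), 1 factor (41), limma voom (16) and the replicate block (39) do not. The authors' deposited table has 141 genes at an adjusted p of at most 0.05 alone, and 87 with the fold change and mean count limits as well.

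For m6A between genotypes at 3 mo the paper gives 380 hypermethylated transcripts, against 253 here. Without a fold change limit there are 380, and counting peaks in place of genes gives 275, both within 1.5 times. A fold change of at least 1.5 (33), an FDR of at most 0.01 (145) or 0.001 (86), a mean count of at least 50 (239) and centred fold changes (200) are not. The paper's 2 hypomethylated transcripts with age in Wt mice are 1 here, 2 without a fold change limit, 1 with the mean count limit, centring or peaks, and 0 at the stricter fold change or FDR limits. The paper's 9 mixed transcripts with age in aSyn Tg mice are 5 here, 11 without a fold change limit (within 1.5 times), 5 with the mean count limit, 1 at an FDR of at most 0.01 and 0 at 0.001, at a fold change of 1.5 or with centring. Its 5 mixed transcripts between genotypes at 15 mo are 3 here, 6 without a fold change limit (within 1.5 times), 3 with the mean count limit, 1 at an FDR of at most 0.01 or 0.001 or with centring, and 0 at a fold change of 1.5.

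The paper states that most genes changed with age in aSyn Tg mice were downregulated. Here 88 of 101 were higher at 15 mo and 13 lower, and in the authors' deposited table 211 of 270 had higher library values at 15 mo. The log2 fold change beside the library values has the opposite sign for 75.9% of genes with a mean count of at least 50. On that reversed scale C4b, which rose by 2.71 here, stands at -1.15 in the authors' deposited table.

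The paper reads an inverse relation of m6A between the ages in aSyn Tg mice and a strong one in Wt mice. Here Spearman's rho between the ages was 0.831 in aSyn Tg and 0.81 in Wt mice, over the highest fold enrichment of all genes with a peak at both ages, while the paper's heat map covers differentially methylated transcripts, so these are not the same measure. The paper finds no relation between m6A and expression. Here 2 of 4 Pearson coefficients (-0.145 and 0.326) and 2 of 4 rank coefficients (-0.124 and -0.238) passed the permutation test, all small. In Wt mice with age neither did. Input reads enter both values, which can give a negative coefficient by itself, so the negative ones are no clear departure from the paper. The paper names synapse organisation and the presynapse at 3 mo, and the pre- and postsynapse and synapse organisation at 15 mo. Here, at 3 mo, 8 synapse organisation genes gained m6A where 3.31 would be expected (Fisher's exact test, adjusted p = 0.119), a list that passed against all genes with a mean input count of at least 50 (expected 2.37, adjusted p = 0.026), and the presynapse list passed (adjusted p = 2.61e-05). At 15 mo the axonal transport list passed (adjusted p = 5.06e-06), while presynapse (0.371), postsynapse (0.226) and synapse organisation (1.0) did not.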

Other observations

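The transcripts of the m6A machinery were stable in each comparison, while the m6A maps differed. Mettl3 changed by 0.12 in log2 with age in aSyn Tg mice (edgeR adjusted p = 0.691) and by -0.04 in Wt mice (0.902), Fto by 0.06 (0.762) and 0.04 (0.694), and Ythdf1 by -0.10 (0.597) and -0.04 (0.825). Between genotypes at 15 mo these were 0.13 (0.669), 0.04 (0.827) and -0.06 (0.727). None of 10 writers (9 between genotypes at 15 mo), 2 erasers and 12 readers was called in any comparison by edgeR, DESeq2 or limma voom. At an unadjusted p under 0.05, 1 writer was lower and 1 reader higher with age in both genotypes, 1 reader was lower with age in aSyn Tg mice, 2 readers were higher and 1 lower between genotypes at 3 mo, and 2 readers were lower at 15 mo. Mettl3 was at 24.5 ± 1.04 CPM (SD, n = 4) in young and 23.8 ± 2.86 (n = 5) in old Wt mice, 24.0 ± 2.44 (n = 5) in young and 26.2 ± 2.42 (n = 5) in old aSyn Tg mice.

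Beside the immune genes, the expression data hold changes the paper does not report. At 3 mo Pdia4 (-0.41, edgeR adjusted p = 0.00151), Pdia6 (-0.32, adjusted p = 0.00555) and Hsp90b1 (-0.27, adjusted p = 0.0133), which encode chaperones of the endoplasmic reticulum, were lower in aSyn Tg mice beside Hspa5. These 3 were chosen after their values were seen, and chaperones of that compartment were not tested as a group. At 15 mo Hspa5 was not called by edgeR (-0.37, adjusted p = 0.139), though its change was close to the -0.40 at 3 mo. DESeq2 called 1 gene of the heat shock and stress list lower at 15 mo. Gabra2 was at 37.5, 38.6, 47.7 and 71.4 CPM on average in Wt at 3 mo, Wt at 15 mo, aSyn Tg at 3 mo and aSyn Tg at 15 mo, and Nnt was likewise called higher in aSyn Tg than in Wt mice at 15 mo and not at 3 mo. In C57BL/6J mice both genes carry known strain variants that lower their expression, and whether the aSyn Tg mice carry other alleles was not tested. Wdfy1 (25.7, 26.6, 54.3 and 68.6 CPM) and Cntn3 (31.2, 34.8, 16.3 and 15.5 CPM) differed by genotype at both ages. Nnt was also chosen after its values were seen.

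The tests of shared calls in this part and of age for Ide and Btaf1 were chosen after the results were seen.

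Markers of the raphe and of nearby regions moved in Wt mice. Slc6a4 and Tph2 were low in old Wt mice and high in the other groups, and the thalamus and hypothalamus genes went the other way. Dopaminergic markers Th (80.9, 73.0, 78.8 and 81.1 CPM in the order above) and Slc6a3 (134, 119, 113 and 131 CPM) were not called by edgeR, DESeq2 or limma voom in any of the 4 comparisons. Other members of that list moved, with 5 of 12 lower in Wt mice with age at an unadjusted p under 0.05 (2 called by DESeq2 and 1 by limma voom) and 5 higher in aSyn Tg than in Wt mice at 15 mo (1 called by DESeq2). The extent of the dissected midbrain in each mouse was not tested as an explanation.

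Ide and Btaf1 were higher in old Wt mice than in the other groups (Ide 121 ± 4.63 CPM, n = 5, against 77.1 ± 18.0 in young Wt mice, n = 4, and 66.4 ± 2.74 and 64.1 ± 4.05 in young and old aSyn Tg mice, n = 5 and 5). The genes lie close together on chromosome 19, Btaf1 from 36926079 to 37012752 and Ide from 37268743 to 37337852. In young Wt mice Ide was at 62.0, 95.1, 61.3 and 90.1 CPM in libraries 2 to 5. Age as the sole cause is argued against, since in aSyn Tg mice the 95% upper bounds of the change with age, 0.209 for Btaf1 and 0.0649 for Ide, lie below 0.285 and 0.341, each 0.5 times the change in Wt mice. A copy number variant over the region may explain it but cannot be told apart from other causes, since of the genes between them March5 changed by 0.178 (SE 0.0813) and Cpeb3 by 0.01.

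Some calls were shared between comparisons with a group in common. With age in aSyn Tg mice and between genotypes at 15 mo, 12 genes rose in both (B2m, C4b, Ctsz, Ddx58, Gabra2, Gbp3, Gfap, Lgals3bp, Mpeg1, Oasl2, Rnf213 and Trim25), where independent lists share 0.163. Simulated unchanged groups shared 0, but groups without changed genes cannot show what a shared group adds where genes change. With the old aSyn Tg libraries divided between the 2 comparisons, the number was 0 to 22 over 10 divisions, with a median of 0. Each division leaves 2 or 3 old aSyn Tg libraries to a comparison, which alone can lower the number of calls, so whether part of the excess comes from the shared group stays open. C4b and Ctss, with Abca8a and Pcdhb14, rose with age in both genotypes, where 0.0901 would be shared by independent lists and no group is in common, and Kcnj10 and Slc6a5 fell in both (0.028).

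Among m6A lists with a group in common, 109 transcripts were in both comparisons of old aSyn Tg mice (75 lost and 27 gained in both, 12.9 expected) and 89 in both comparisons with young Wt mice, all gained (10.3 expected). No values per library were used for them, so part of these overlaps may come from the shared group, as with the ratio of 0.323 of the direct comparison. The mitochondrial genes mt-Nd2 and mt-Nd4 were 2 of 2 transcripts of the mitochondrial genome to lose m6A with age in aSyn Tg mice (Fisher's exact test, adjusted p = 0.00786) and 2 of 2 to gain it between genotypes at 3 mo (adjusted p = 0.0107). Both comparisons hold the aSyn Tg 3 mo group, with opposite sign, so they are not independent results. The test also treats the 2 transcripts as independent. Of the reader Hnrnpa2b1, the mRNA did not change with age in aSyn Tg mice (-0.01, edgeR adjusted p = 0.967).

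The libraries of each comparison were divided in 100 ways of the same group sizes, the real division included. For differentially expressed genes in aSyn Tg with age, 1 division gave as many as the 101 (highest other 45). In Wt with age 3 gave as many as the 39 (highest other 393). Between genotypes 2 gave as many as the 95 at 3 mo (highest other 104) and 1 as many as the 23 at 15 mo (highest other 21). For the interaction 3 gave as many as the 1 (highest other 15). Each share lies under 0.05, without adjustment over the comparisons. In aSyn Tg with age and at 15 mo no other division reached the real count, which argues against chance there. In Wt with age, at 3 mo and for the interaction other divisions gave more, so chance is not excluded. The divisions for the interaction also mix the effects of genotype and age. The division with 393 sets the Wt 3 mo libraries and Wt 15 mo library 3 against the other Wt 15 mo libraries, which points to a structure of the samples, and the one with 104 adds aSyn Tg 3 mo library 6 to the Wt 3 mo libraries. For gene lists, 2 divisions gave as many as the 17 in Wt with age (highest other 17) and 4 as many as the 24 at 15 mo (highest other 25). These shares also lie under 0.05, but another division gave as many or more, so chance is not excluded. In aSyn Tg with age 8 gave as many as the 19 (highest other 22) and at 3 mo 60 as many as the 7 (highest other 20), where chance cannot be excluded either. The median of the other divisions was 11 lists in aSyn Tg with age, 8 in Wt with age, 7 at 3 mo and 9 at 15 mo.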
